# The Phenazine 2-Hydroxy-Phenazine-1-Carboxylic Acid Promotes Extracellular DNA Release and Has Broad Transcriptomic Consequences in *Pseudomonas chlororaphis* 30–84

**DOI:** 10.1371/journal.pone.0148003

**Published:** 2016-01-26

**Authors:** Dongping Wang, Jun Myoung Yu, Robert J. Dorosky, Leland S. Pierson, Elizabeth A. Pierson

## Abstract

Enhanced production of 2-hydroxy-phenazine-1-carboxylic acid (2-OH-PCA) by the biological control strain *Pseudomonas chlororaphis* 30–84 derivative 30-84O* was shown previously to promote cell adhesion and alter the three-dimensional structure of surface-attached biofilms compared to the wild type. The current study demonstrates that production of 2-OH-PCA promotes the release of extracellular DNA, which is correlated with the production of structured biofilm matrix. Moreover, the essential role of the extracellular DNA in maintaining the mass and structure of the 30–84 biofilm matrix is demonstrated. To better understand the role of different phenazines in biofilm matrix production and gene expression, transcriptomic analyses were conducted comparing gene expression patterns of populations of wild type, 30-84O* and a derivative of 30–84 producing only PCA (30-84PCA) to a phenazine defective mutant (30-84ZN) when grown in static cultures. RNA-Seq analyses identified a group of 802 genes that were differentially expressed by the phenazine producing derivatives compared to 30-84ZN, including 240 genes shared by the two 2-OH-PCA producing derivatives, the wild type and 30-84O*. A gene cluster encoding a bacteriophage-derived pyocin and its lysis cassette was upregulated in 2-OH-PCA producing derivatives. A holin encoded in this gene cluster was found to contribute to the release of eDNA in 30–84 biofilm matrices, demonstrating that the influence of 2-OH-PCA on eDNA production is due in part to cell autolysis as a result of pyocin production and release. The results expand the current understanding of the functions different phenazines play in the survival of bacteria in biofilm-forming communities.

## Introduction

Pseudomonads are well known for the production of a diversity of secondary metabolites, including phenazines that are essential for the control of plant diseases [1]. Phenazines are of particular interest because of their broad-spectrum antibiotic activity against diverse organisms from bacteria to eukaryotes, but also because they serve numerous functions that affect bacterial physiology and interactions with other organisms [2,3]. Phenazines comprise a large group of nitrogen-containing heterocyclic compounds that are synthesized only by bacteria, primarily *Pseudomonas* and *Streptomyces* species. Phenazines differ in their chemical and physical properties based on the type and position of functional groups present on the conserved three-ring structure [2]. Bacterial strains within the same species frequently differ in the types of phenazines they produce and often produce more than one phenazine derivative. Ultimately, differences in the spectrum of phenazines produced may help define the ecological niche of the producing organism via effects on bacterial physiology as well as biological interactions with other microbes or hosts [2,3].

*P*. *chlororaphis (aureofaciens)* 30–84 was isolated for use in the management of take-all disease of wheat, and phenazine production by 30–84 is required for the inhibition of the causative agent, *Gaeumannomyces graminis* var. *tritici* [4]. *P*. *chlororaphis* 30–84 produces several phenazines, but only two in significant abundance: phenazine-1-carboxylic acid (PCA) and 2-hydroxy-PCA (2-OH-PCA) [4]. In liquid culture these may be produced at a ratio of 10:1, respectively [5]. In *P*. *chlororaphis* 30–84, as in most other phenazine-producing bacteria, the enzymes for the synthesis of the core phenazine PCA are encoded by a conserved set of biosynthetic genes *phzXYFABCD*, corresponding to the homologs named *phzABCDEFG* in *P*. *fluorescens* and *P*. *aeruginosa* [2,6]. Additionally, *phzO* located immediately downstream of the phenazine biosynthetic operon encodes a monooxygenase responsible for the hydroxylation of PCA to 2-OH-PCA [7]. Phenazine production responds to environmental conditions due to a complex regulatory network that includes two component systems (GacS/GacA and RpeA/RpeB), non-coding RNA (*rsmZ*), quorum sensing (PhzI/PhzR and CsaI/CsaR), sigma factor (RpoS) and other regulators (Pip, IopA/IopB) [8–12].

Phenazines also contribute to the ability of *P*. *chlororaphis* 30–84 to persist in the wheat rhizosphere [13]. Furthermore, phenazines produced by *P*. *chlororaphis* 30–84 are important for the formation of biofilm communities. For example, Maddula et al. [14] demonstrated using flow cell analysis that the *P*. *chlororaphis* 30–84 mutant 30-84ZN, which is deficient in phenazine production due to a *phzB*::*lacZ* insertion, was significantly impaired in its ability to form surface-attached biofilms compared to wild type. However, complementation of the phenazine defect via the introduction of the phenazine biosynthetic operon *in trans* resulted in extensive surface-attached biofilm formation. Furthermore, addition of purified phenazines to the growth medium restored biofilm formation by 30-84ZN, indicating the lack of phenazines were responsible for the deficiency in the capacity to form surface-attached biofilms. In subsequent experiments, Maddula et al. [5] generated derivatives of 30–84 that produced only PCA (30-84PCA), or overproduced 2-OH-PCA (30-84O*) via the deletion of the genomic copy of *phzO* or the over-expression of *phzO in trans*, respectively, (e.g. resulting in ratios of PCA to 2-OH-PCA in 30-84PCA, wild type and 30-84O* when grown in liquid culture of 10:0, 10:1, and 5:5, respectively). Single-pass flow cell assays showed that the 30–84 derivatives differed in their abilities to adhere to glass surfaces (30-84O* > 30–84 > 30-84PCA) and in the architecture of the surface attached biofilms they formed [5], demonstrating that the two phenazines differentially contribute to biofilm development and structure [15–17].

The biofilm matrix is composed of self-produced extracellular polymeric substances (EPS) that embed and surround bacterial cells, provide structural stability, and largely define the physiochemical environment within biofilms [17,18]. How the retention of different phenazines within the EPS influences gene expression patterns or biofilm matrix development remains to be determined. Recent studies showed that phenazines function in multiple ways in terms of their effect on biofilm development. For example, pyocyanin (PYO) produced by *P*. *aeruginosa* promotes extracellular DNA release by enhancing the generation of hydrogen peroxide in planktonic batch cultures [19]. The role of extracellular DNA (eDNA) as a structural component in biofilm architecture has been eloquently demonstrated [20]. Other studies showed that PYO binds to eDNA resulting in changes to bacterial cell surface properties [18], enhanced electron transfer capabilities [21], and increased viscosity of biofilm supernatants [21].

In the present study, we use a static culture assay (rather than flow cell or planktonic assays) to study the transcriptomic consequences of producing and retaining different phenazines within non-mixing cultures, focusing especially on genes that may be important for the generation of floating biofilm matrix, such as those potentially involved in eDNA release. Similar to our study, previous transcriptomic studies of bacterial “biofilms” have focused on non-attached biofilms formed during growth in static culture because a) of the difficulty in studying bacteria in surface attached biofilms and b) the finding that similar to surface attached biofilms, the global gene expression patterns of cells from static “biofilm” cultures are distinctly different from those grown in stationary phase planktonic cultures [22]. Additionally, the matrix-encased aggregates resemble surface attached biofilms in terms of their ability to protect cells from harsh environments and in the presence of eDNA in the EPS matrix [23]. These studies demonstrate the utility of using static biofilm-forming cultures to investigate the regulation of genes important for the establishment of the biofilm matrix and lifestyle.

In order to gain a more complete understanding of the impacts of phenazines on bacterial behavior and fitness, it is important to understand why strains produce more than one phenazine derivative and in particular how each of these contribute to the biofilm lifestyle. In the present study, the use of *isogenic derivatives* of *P*. *chlororaphis* 30–84 (e.g. wild type, 30-84O*, 30-84PCA, and 30-84ZN) provided the ability to examine *the relative contribution of different phenazines* to the biofilm phenotypes and gene expression patterns. We show that altering the phenazines produced by *P*. *chlororaphis* 30–84 differentially influences gene expression patterns, eDNA release, and biofilm matrix production.

## Materials and Methods

### Bacterial strains and growth conditions

Bacterial strains and primers are listed in Table 1. Liquid AB minimal medium supplemented with 2% casamino acids (AB + 2% CAA) (Difco, Becton Dickinson and Company, Franklin Lakes, NJ) was used for culturing *P*. *chlororaphis* as described previously [8].

**Table 1:** Bacterial strains and primers used in this study.

	Relevant characteristics^a^	Source
**Strains**		
***P*. *chlororaphis* 30–84**	Phz^+^Rif^R^ wild-type	[4]
**30-84PCA**	PCA^+^, 2-OH-PCA^-^, Rif^R^, Km^R^*phzO*::Tn5	[5]
30-84O*	2-OH-PCA^-^ overproducer	[5]
**30-84ZN**	Phz^-^Rif^R^*phzB*::*lacZ* genomic fusion	[10]
**Primers**		
**fliCRT1**	CTGCAAATCGCTACCCGTAT	[24]
**fliCRT2**	GAACAGCCAGTTCACGCATA	[24]
**katA1**	CCCACTTCAACCGTGAAAAC	This study
**katA2**	CGCAGGAAGGTAGGAGTCTG	This study
**ahpC1**	CCAGGGATTTCGTGATCAAT	This study
**ahpC2**	CAGACGGCTTCATCCTTGTC	This study
**phzO1**	TGGACCTCATACAGCCATTG	This study
**phzO2**	CCGCAAGCTGCACTATTTC	This study
**antA1**	AGCCCTTGTAGCTGTCGATG	This study
**antA2**	AACCAGTCCACCTTCACCTG	This study
**argC1**	ACCTGGACCTACGGTTTCG	This study
**argC2**	GTAGTCCTTCGGCAGCAGTC	This study
**lrgA1**	CCGAGATGCTGCTGTTCTTC	This study
**lrgA2**	ACACCCATTCCACCGTGA	This study
**phrS1**	CAGGAGGCCAGTCATGTTTT	This study
**phrS2**	GTGCTCGTTACCGGAAAGACT	This study
**hol1**	CATGCCCATCTGGCTTGT	This study
**hol2**	GTCGAGACCCCACAGATCAC	This study
**rpoDRT1**	ACGTCCTGAGCGGTTACATC	[8]
**rpoDRT2**	CTTTCGGCTTCTTCTTCGTC	[8]
**16SRT1**	ACGTCCTACGGGAGAAAGC	[8]
**16SRT2**	CGTGTCTCAGTTCCAGTGTGA	[8]
**US-F-EcoRI**	GGAATTCCTCGACGGTTCAGAGGGTTG	This study
**US-R-KpnI**	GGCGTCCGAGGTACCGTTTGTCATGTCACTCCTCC	This study
**DS-F_KpnI**	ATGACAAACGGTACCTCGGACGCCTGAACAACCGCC	This study
**DS-R-HindIII**	CCCAAGCTTGTCAGCGCCTTGACCGATG	This study
**KanR-F-KpnI**	CGCGCGCGGTACCTGTGTCTCAAAATC	This study
**KanR-R-KpnI**	CGCGCGCGGTACCTTTAGAAAAACTCATCG	This study
**Holin300-Up-F**	CTCGACGGTTCAGAGGGTTG	This study
**Holin-Dwn-R**	CCGGCTTTGTAGAGCTC	This study
**Holin-S-F**	GGAATTCCCAGGAGGAGTGACATGACAAAC	This study
**Holin-M-F**	GCGTATCGATCTGGACC	This study
**Holin-E-R**	CCCAAGCTTTTGTTCAGGCGTCCGAGCG	This study
**Holin500-F-EcoRI**	GGAATTCAGCCCATAACGCCAAAG	This study
**Holin500-R-HindIII**	CCCAAGCTTTTGTTCAGGCGTCCG	This study

^a^Km^R^ and Rif^R^ = kanamycin and rifampin resistance.

### Quantification of biofilm matrix and eDNA

For biofilm cultures, bacteria were grown in plates without shaking using an established method with modifications [22]. Pre-cultures were prepared overnight in shaking glass tubes (200 rpm) filled with 3 mL AB + 2% CAA at 28°C. The pre-cultures then were diluted to an OD_600_ of 0.05 in AB + 2% CAA and 1.5 ml per well were added to 12 wells of 24-well polystyrene Corning^®^ Costar^®^ cell culture plates (Corning Inc., Corning, NY, USA). The biofilm plates were sealed with an air-permeable cover and placed in an incubator at 28°C for up to 72 h. At 48 h, non-attached aggregates began to form. At different time intervals, the entire non-adhering 1.5 mL static cultures were transferred from the 24-well plates to Eppendorf tubes and cells collected by centrifugation (16,000 x g for 5 min). The supernatants were discarded and the mass of the cells and hydrated matrix were measured. The concentration of extracellular double stranded DNA was determined quantitatively using a Qubit 2.0 Fluorometer (Invitrogen Life Technologies, CA, USA). Briefly, static cultures were diluted 1:10 in water and vortexed to thoroughly disrupt the EPS. After centrifugation (16,000 x g for 5 min), the supernatants were transferred to new tubes and the remaining bacterial cells were removed via a 0.22 μm filter (Millipore, MA, USA). The concentration of eDNA was quantified by mixing 10 μl of supernatant with DNA quantifying fluorescent dyes from Qubit (Invitrogen Life Technologies). The fluorescence of DNA-dye interaction was measured using a Qubit 2.0 Fluorometer according to the manufacturer's instructions. The amount of eDNA was determined via comparison to a standard curve and reported as μg/ml.

For DNase treatment, 30 units of water-dissolved DNase I (Qiagen, Venlo, Netherlands) were added into bacterial cultures, and the mass of biofilm matrix and the amount of eDNA release were quantified after 60 h as described in this section. Equal volumes of water were used as a negative control.

### Phenazine extraction and quantification

Phenazine extraction was performed as described previously with modifications [9]. Briefly, triplicate 10-ml bacterial cultures of wild type and 30-84PCA were centrifuged (1,250 x g), and the supernatants were acidified with concentrated HCl. Separation of PCA and 2-OH-PCA were achieved by modifying the pH. Phenazines were extracted with an equal volume of benzene, mixed for 1 h in the rotary shaker, and centrifuged at 1,250 x g for 15 min. Nine milliliters of the benzene phase was transferred to new tubes, and evaporated under a stream of air. Phenazines were resuspended in 0.5 ml of 0.1N NaOH, and serial dilutions were quantified via absorbance at 367 nm (PCA) and 484 nm (2-OH-PCA). The amounts of PCA and 2-OH-PCA were determined by multiplying their absorption maxima by their standard extinction coefficients [5] and comparison to a standardized curve.

For exogenous phenazine treatment, each purified phenazine was added directly into the medium to the final concentration of 20 μg/ml. Overnight culture of 30-84ZN were prepared in shaking glass tubes (200 rpm) filled with 3 mL AB + 2% CAA at 28°C. The overnight cultures then were diluted to an OD_600_ of 0.05 in AB + 2% CAA amended with or without each phenazine and 1.5 ml per well were added to 12 wells of 24-well polystyrene Corning^®^ Costar^®^ cell culture plates. The mass of biofilm matrix and eDNA production were quantified as described above after 72 h of growth at 28°C without shaking.

### RNA preparation for transcriptomic analysis and qPCR

Two biological replicates of strains were started from single colonies grown on AB + 2% CAA and transferred to 1.5 ml AB + 2% CAA broth. All cultures were grown at 28°C in 24-well plates without shaking for 48 h to OD_600_ = 1.8 as described above. This time point coincided with the development of floating extracellular matrix in all of the derivatives tested. This method allowed us to observe the transcriptomic consequences of producing phenazines in a static culture and examine how each of the phenazines differentially contributes to matrix development.

RNA extractions were performed as described previously [24] with minor modifications. Briefly, 1 mL of the static cultures was collected and transferred to 15 ml polypropylene tubes (BD Bioscience, San Jose, CA) containing 2 ml RNA Protect reagent (Qiagen). Cells were harvested at this time point because biofilm matrix was actively being produced by all derivatives, although the amount of structured matrix formed varied among the derivatives. The cells harvested using this method included those in the static culture and those adhering to or embedded within the floating extracellular matrix. The 3 ml mixtures were vigorously vortexed for 1 min and then incubated at room temperature for 5 min to stabilize the RNA. Cells were harvested by centrifugation for 10 min at 4,000 × g and RNA was extracted using the Qiagen RNeasy Protect Bacteria Mini as recommended by the manufacturer. On-column DNA digestion was performed using Qiagen DNase. RNA was quantified using a Nano-Drop ND-100 spectrophotometer (NanoDrop Technologies; Wilmington, DE, U.S.A.) and RNA quality was checked using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Elimination of contaminating DNA was confirmed via qPCR amplification of the *rpoD* and *fliC* genes with SYBR green® dye on an ABI 9400HT PCR machine (Life Technologies, Carlsbad, CA). Ribosomal RNA (rRNA) was depleted from ~5 μg of total RNA using the RiboZero rRNA depletion kit (for Gram-negative bacteria, Epicentre Biotechnologies, Madison, WI). RNA quantification was achieved using a GE NanoVue Plus spectrophotometer (GE Healthcare Bio-Sciences Corp, Piscataway, NJ) and RNA quality was monitored with an Agilent 2100 Bioanalyzer (Agilent Technologies) at the Texas A&M Genomics and Technology Laboratory.

### Transcriptomic data analysis

RNA-Seq analysis was performed by Otogenetics, Atlanta, GA. Strand-specific cDNA libraries were constructed using Illumina TruSeq RNA Sample Preparation Kits. Based on gene annotation information, reads were mapped to the genome resulting in a compressed binary version of the Sequence Alignment Map (BAM files). To determine the transcriptional abundance for each gene, the number of reads that mapped within each annotated coding sequence (CDS) was determined. The number of reads per kb of transcript per million mapped reads (RPKM) was used to normalize the raw data and mean RPKM values were determined [25]. The complete dataset from this study has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus with the Accession No.GSE61200. The mean RPKM values for each phenazine-producing derivative were standardized to the RPKM values of the phenazine non-producing derivative 30-84ZN to compute a ratio of mean RPKM values for each gene, and these were displayed by gene order from the chromosome origin of replication. Comparisons were performed using EdgeR [26] and genes with differences in gene expression based on the ratio were considered for further analysis when the *p*-value < 0.05 and the expression ratio was ≥ 2.0 or ≤ -2.0 (S1 Table).

### Quantitative PCR Methods and Analysis

Quantitative PCR was performed as described previously [27–29] RNA was reverse-transcribed using random primers (Invitrogen) and Superscript III (Invitrogen) at 50°C for 1 h and inactivated at 75°C for 15 min. SYBR Green reactions were performed using the ABI 7900 HT Fast System (Applied Biosystems, Foster City, CA) in 384 well optical reaction plates. Aliquots (1 μl) of cDNA (2 ng/reaction) were used as template for qPCR reactions with Fast SYBR Green PCR Master Mix (Applied Biosystems) and primers (500 nM final concentration). Primer pairs katA1-katA2, ahpC1-ahpC2, phzO1-phzO2, antA1-antA2, argC1-argC2, lrgA1-lrgA2, phrS1-phrS2, hol1-hol2, fliCRT1-fliCRT2, rpoDRT1-rpoDRT2 and 16SRT1-16SRT2 were used to detect the expression of *katA*, *ahpC*, *phzO*, *antA*, *argC*, *lrgA*, *phrS*, *hol*, *fliC*, *rpoD* and 16S rRNA genes, respectively (Table 1). The qPCR amplifications were carried out at 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min, and a final dissociation curve analysis step from 65°C to 95°C. Three technical replicates of each of two biological replicates were used for each experiment. Amplification specificity for each reaction was confirmed by the dissociation curve analysis [25]. Ct values determined by the software were then used to calculate ΔΔCt for further analysis. The *rpoD* and 16S rDNA genes were used as the reference genes to normalize samples and log-transformed relative quantification (RQ) values were calculated for each gene with the control group as a reference [27–29].

### Construction of a Holin Mutant

A *P*. *chlororaphis* 30–84 holin mutant was generated using Flp recombinase, as described by Hoang et. al. [30]. The sequences 300 nt flanking the holin gene (pchl3084_1194) were amplified by two-step PCR using the primer pairs us-F-EcoRI, us-R-KpnI and ds-F-KpnI, ds-R-HindIII, respectively (see Table 1 for primers). Using the primer pair us-F-EcoRI and ds-R-HindIII with the contents of the previous PCR resulted in a product that contained the upstream fragment separated from the downstream fragment by a *Kpn*I restriction site. This fragment was ligated into pEX18Ap using the *Eco*RI and *Hin*dIII enzymes [30]. The kanamycin resistance cassette with its promoter was then PCR amplified using the primer set, KanR-F-KpnI and KanR-R-KpnI and pUC4K as the template. The product of the kanamycin cassette PCR was digested with *Kpn*I using commercial instructions and ligated between the upstream and downstream fragments in pEX18Ap. The final construct was electroporated into 30–84 and transformants were plated onto LB amended with Km. Double crossover mutants were obtained by counter-selection with LB amended with Km and 5% sucrose and confirmed using the PCR primers Holin300-Up-F, Holin-Dwn-R and the internal primers Holin-S-F, Holin-M, Holin-E-R. *In trans* complementation of this mutation was considered lethal because no cells expressing the construct were obtained after three attempts of cloning it into pGT2 [31] or pUCP20Gm [32] with the primers Holin500-F and Holin500-R, likely the result of multiple copy number.

### Transmission Electron Microscopy

Transmission electron microscopy (TEM) was performed at the Microscopy and Imaging Center at Texas A&M University. Specimens were observed on a JEOL 1200EX TEM operating at an acceleration voltage of 100 kV. Images were recorded at calibrated magnifications by CCD camera, and measurements were acquired using Image J software [33].

### Statistical analyses

Comparisons of matrix and eDNA production between derivatives were analyzed statistically using Analysis of Variance (ANOVA) and protected Least Significant Difference (LSD) tests (P < 0.05) (SAS Version 9.2, SAS Institute, Cary, NC).

## Results

### 2-OH-PCA enhances extracellular biofilm matrix and eDNA release

Liquid cultures of *P*. *chlororaphis* 30–84 wild type, 30-84ZN, 30-84PCA and 30-84O* were grown in AB + 2% CAA in 24-well plates at 28°C for up to 72 h without shaking. At 48 h, the bacterial cultures of all 30–84 derivatives formed both surface attached and floating biofilms, the latter composed of extracellular matrix that varied in viscosity among the 30–84 derivatives. The entire, non-attached content of each well was transferred to an Eppendorf tube and the extracellular matrix was collected by centrifugation (S1 Fig). Electron microscopy revealed that bacterial cells were embedded within the extracellular matrix collected (S1 Fig), consistent with the definition of floating or non-adherent biofilms [15]. The structured, extracellular matrix that could be separated from the supernatant was quantified by weight (Fig 1A and 1B). The amount of biofilm matrix (mass) produced by 30-84ZN and 30-84PCA at both 48 and 72 h was similar. In contrast, biofilm matrix production by the two 2-OH-PCA producers, wild type and 30-84O*, was more than 5 times greater than 30-84ZN and 30-84PCA by 72 h. We hypothesized that eDNA may be a major component of the structured matrix.

**Fig 1:**
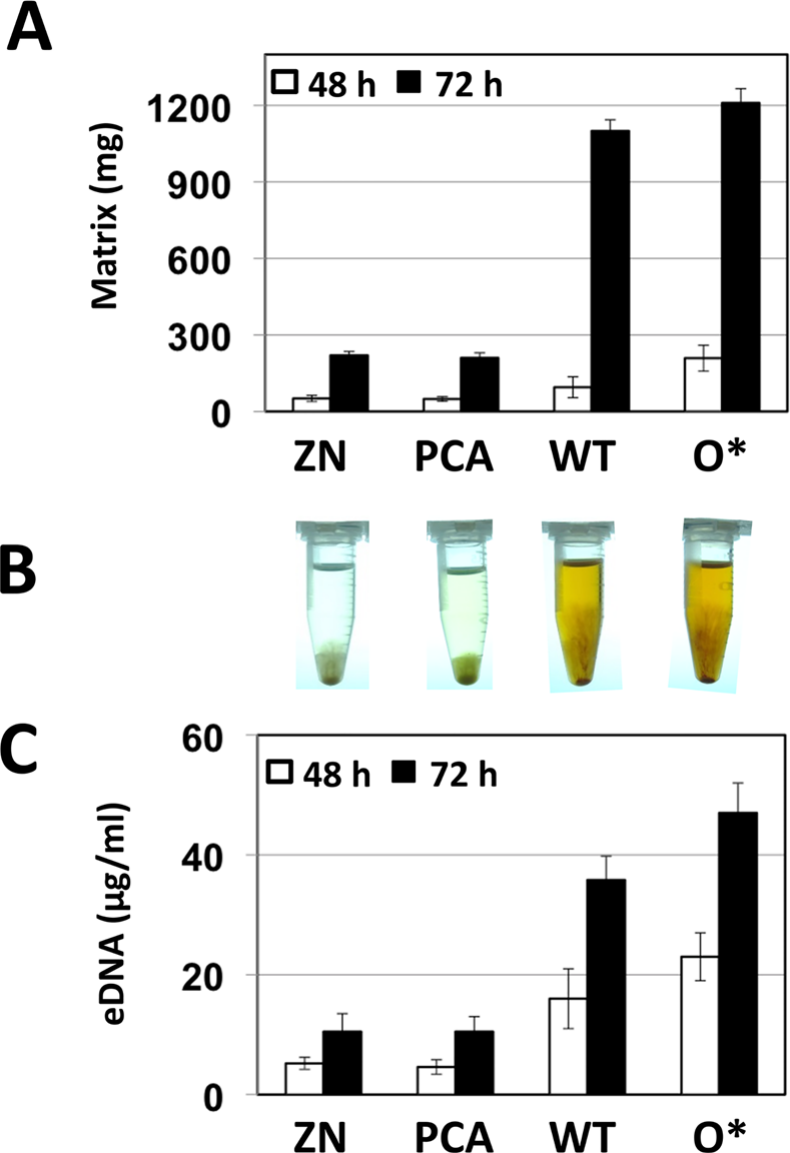
Production of non-attached biofilm and eDNA by 30-84ZN (no phenazine) 30-84PCA, 30–84 wild type, and 30-84O*. (**A)** Bacteria were grown in AB minimal media + 2% casamino acid in static plates for up to 72 h. Biofilm matrix production by *P*. *chlororaphis* 30–84 and derivatives at 48 and 72 h was quantified by weight. (**B)** Visualization of biofilm formed after culturing in static plates for 72 h and being collected by centrifugation. (**C)** Production of eDNA by different derivatives was quantified using the double stranded DNA quantifying fluorescent dye assay from Invitrogen. The data are the average of three biological replicates and error bars indicate the standard deviation.

To determine whether the production of PCA or 2-OH-PCA controlled the release of eDNA, quantitative fluorescent assays were performed comparing eDNA production by wild type, 30-84O*, and 30-84PCA to the phenazine defective mutant 30-84ZN (Fig 1C). The amount of eDNA produced by 30-84ZN and 30-84PCA at both 48 and 72 h was similar suggesting that endogenously-produced PCA alone does not enhance eDNA production. In contrast, eDNA production by the wild type was more than 3 times greater than the amount produced by 30-84ZN, especially at 72 h. This indicated that the production of 2-OH-PCA promoted eDNA production. Consistent with this hypothesis, the amount of eDNA produced by 30-84O* was 20% more than wild type.

To further confirm the role of phenazines in eDNA release and matrix production, 30-84ZN was monitored over 72 hours in the presence of exogenously-supplied PCA or 2-OH-PCA (20 μg/ml). Addition of 2-OH-PCA to the 30-84ZN cultures increased the amount of eDNA from 13.4 ± 3.9 μg/ml to 51.1 ± 8.8 μg/ml at 72 h post inoculation, whereas addition of PCA increased the amount to 39.15 ± 4.1 μg/ml. The mass of the biofilm matrix produced by 30-84ZN with 2-OH-PCA or PCA was greater than the amount produced by the 30-84ZN control (701.2 ± 56.8 mg, 423.7 ± 11.2 compared to 130.2 ± 28.0 mg, respectively). These results suggested that both exogenously-supplied PCA and 2-OH-PCA promote the production of eDNA and structured extracellular matrix.

### eDNA is a key structural component of the biofilm matrix

To determine whether eDNA plays a major role in maintaining the structure and hence our ability to collect and quantify the extracellular matrix, bacterial cultures of wild type, 30-84ZN, 30-84PCA and 30-84O* were incubated in the presence of DNase I. As shown in Fig 2A, growth with DNase reduced the quantity of extracellular mass that could be collected from cultures of all 30–84 derivatives. Removal of eDNA by DNase I was confirmed by quantitative fluorescent assays (Fig 2B). Together, these results demonstrate the essential roles of eDNA in the production/structure of the *P*. *chlororaphis* biofilm matrix.

**Fig 2:**
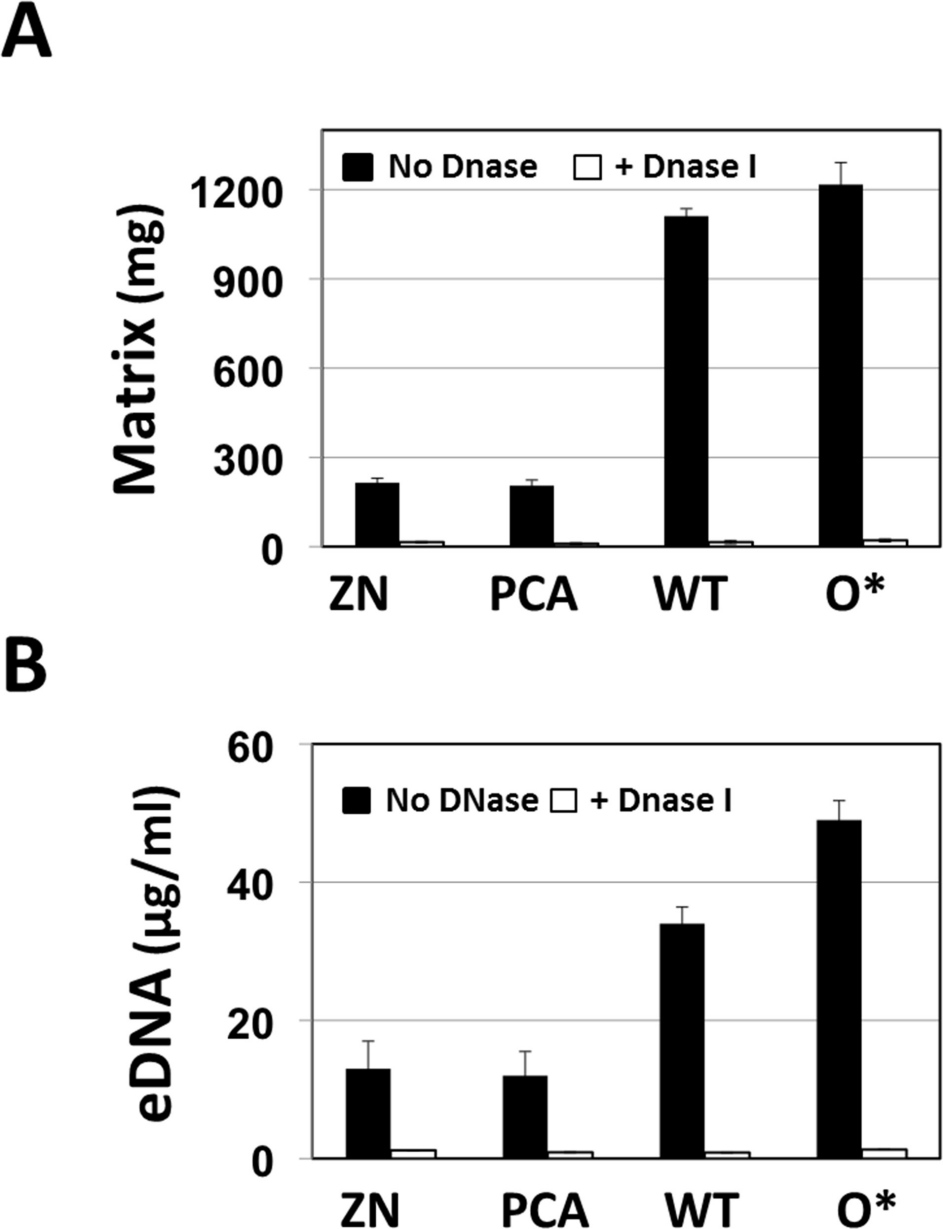
Production of biofilm matrix and eDNA in the presence or absence of DNase I. (**A)** Biofilm production after bacterial strains were grown in static plates in AB minimal media + 2% casamino acid either with or without DNase I for 72 h and biofilms were collected by centrifugation. Data are the weight of the biofilm matrix. (**B)** Production of eDNA in the presence or absence of DNase I in the same experiment. The data represent the average of at least three biological replicates and error bars indicate the standard deviation.

### Transcriptome analysis and verification by qPCR

Transcriptomic analyses were performed to examine the regulatory effects of different phenazines on global gene expression patterns during biofilm matrix production. 

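The strains compared were wild type, which makes PCA and 2-OH-PCA, 30-84PCA (phzO::Tn5), 30-84O*, which makes more 2-OH-PCA, and 30-84ZN (phzB::lacZ), which makes no phenazine. In the deposited RPKM the genes next to the lacZ insertion tell the strains apart: Pchl3084_4956 stood at 4.88 and 5.05 RPKM in the 30-84ZN replicates and at 1416 and 1458 in those of 30-84PCA. phzO (Pchl3084_4958), which carries Tn5 in 30-84PCA, still gave 911 and 901 RPKM there, against 2615 and 2475 in wild type and 4091 and 5117 in 30-84O*. Each strain had 2 biological replicates grown without shaking for 48 h at 28°C to an OD600 of 1.8, so 8 libraries were compared and every mean here has n = 2. The authors depleted ribosomal RNA, had Illumina TruSeq libraries sequenced, mapped the reads to the genome and counted those within each coding sequence. They scaled the counts to RPKM, and the deposited file holds these values for 5961 features. The sample records also name a SOLiD instrument and kit, which the paper does not mention. The spacing of the RPKM values puts the depth between 14.4 M (30-84PCA replicate 1) and 19.6 M (30-84ZN replicate 1) reads per library. Ribosomal RNA took 27.0% of the reads in 30-84O* replicate 1 and between 3.54% and 14.4% in the other libraries. Genes were compared with limma on log2(RPKM + 1) for the 5959 features with a mean of at least 1 RPKM, all 8 libraries in one fit with 4 residual degrees of freedom. In the text added here a gene is said to be changed, to rise or to fall where its Benjamini-Hochberg adjusted p is under 0.05 and its ratio of mean RPKM is at least 2 either way. The fit let all genes of a given level share one variance. A fit without moderation or logs left only 22, 4 and 1 genes changed in 30-84PCA, wild type and 30-84O* against 30-84ZN.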

The transcriptome profiles of static culture populations of wild type, 30-84PCA and 30-84O* were compared to those of the control, e.g. the phenazine-defective mutant 30-84ZN as ratios of the mean RPKM values: those for which P value <0.05 and differ by more than two fold are shown in S1 Table. Henceforth a ratio ≥ 2 (Phenazine producer: 30-84ZN) indicates genes with enhanced or increased expression in the presence of phenazine; similarly a ratio ≤ -2 (30-84ZN: Phenazine producer, negative sign) indicates genes with reduced expression in the presence of phenazines.

RNA-Seq analyses identified a total of 802 genes that were differentially expressed by the phenazine producing derivatives compared to 30-84ZN. 

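Outside the phenazine genes and a stretch of genes silent in 30-84ZN the largest rises in all 3 producers include those of the alkyl hydroperoxide reductase genes and of a lipoprotein gene of unknown role, Pchl3084_4035, which went from 2.68 ± 1.09 RPKM (SD, n = 2) in 30-84ZN to 145 ± 1.85 in 30-84PCA, 289 ± 8.27 in wild type and 261 ± 47.7 in 30-84O*. An RND efflux gene, Pchl3084_3347, rose from 15.7 ± 3.52 RPKM to 68.0 ± 3.25, 213 ± 10.6 and 238 ± 65.2 in the same strains (log2 fold change 2.06, 3.70 and 3.83). Such pumps move toxic compounds out across the cell envelope. The deepest fall of any gene against 30-84ZN was that of argC (Pchl3084_3879), an arginine biosynthesis gene, in 30-84O*. In all, 915 genes changed in at least 1 of the 3 producers against 30-84ZN. Of these, 70 lie next to one another in that stretch, and 845 lie elsewhere. At an unadjusted p under 0.05, the paper's threshold, 872 genes passed outside that stretch.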

PCA production caused minimal changes in the *P*. *chlororaphis* 30–84 transcriptome (Fig 3A). However, increasing the ratio of 2-OH-PCA had a broader impact on the bacterial transcriptome (Fig 3A). The transcript abundances of a total of 66 genes were differentially expressed by 30-84PCA compared to 30-84ZN, whereas a larger number of genes were differentially expressed by wild type and 30-84O* (473 and 609 genes, respectively, Fig 3A). Of these genes, a core set of 46 genes were differentially expressed by all phenazine producers (e.g. 30-84PCA, wild type and 30-84O*, Fig 3B). These results suggest that over-expression of 2-OH-PCA had far-reaching consequences on bacterial gene transcription in *P*. *chlororaphis* 30–84 (S1 Table).

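The 3 producers differ in how many genes changed and in which way. In 30-84PCA 127 genes rose and 6 fell against 30-84ZN (133 in all), in wild type 517 rose and 23 fell (540), and in 30-84O* 498 rose and 198 fell (696). Part of each count is a single stretch of 70 adjacent genes, Pchl3084_2928 to Pchl3084_2997, with no transcript above 0.387 RPKM in either 30-84ZN library and 46 genes at 0 in both. It holds transposase genes, phage integrase genes (Pchl3084_2945, Pchl3084_2946 and Pchl3084_2951), the insecticidal toxin complex genes tcdA1 (Pchl3084_2947) and tcdC1 (Pchl3084_2950), and a DJ-1/PfpI family gene, Pchl3084_2982. Pchl3084_2948 in this stretch had 339 ± 0.874 RPKM (SD, n = 2) in 30-84PCA and 669 ± 33.6 in wild type, against 0.21 ± 0.12 in 30-84ZN and 0.37 ± 0.327 in 30-84O*. The median gene of the stretch had 25.6 RPKM in 30-84PCA, 31.1 in wild type and 0.22 in 30-84O*, where 38 adjacent genes (Pchl3084_2929 to Pchl3084_2966) were also low, 35 of them at 0.5 RPKM or less in both libraries and tcdC1 the highest at 1.47 and 1.97. The next gene, Pchl3084_2998, is not counted in the stretch, though it was low in 30-84ZN too. It had 1.028 and 0.6943 RPKM there and 34.45 or more in every producer library. Outside the stretch 63 genes changed in 30-84PCA, 470 in wild type and 663 in 30-84O*. At the paper's thresholds 140, 567 and 701 genes passed, 70, 497 and 668 of them outside the stretch. Many of the wild-type rises are in weakly expressed genes: 207 of 430 (48.1%), leaving out the stretch and RNA genes, are in the lowest 20% of genes by level in 30-84PCA, and with quantile normalization 328 genes changed in wild type in place of 540.

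**Figure D1:**
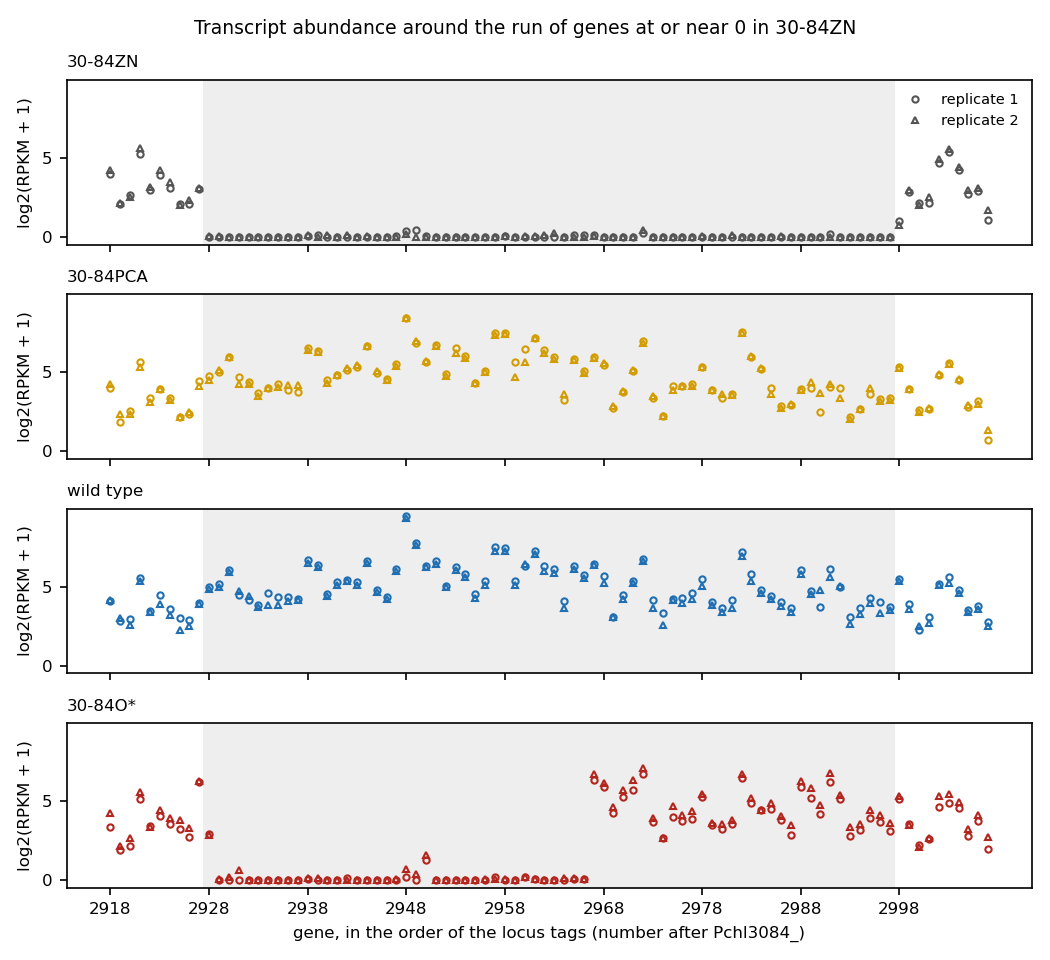
Log2(RPKM + 1) of each gene in each library, along the chromosome from before Pchl3084_2928 to after Pchl3084_2997, in the 4 strains (n = 2 each). The 70 genes between were at most 0.387 RPKM in every 30-84ZN library, and 38 of them (Pchl3084_2929 to Pchl3084_2966) had a median of 0 RPKM in 30-84O*.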

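A core of 80 genes changed in all 3 producers, 79 of them upward in each strain and 1 downward. The downward one is the small RNA gene phrS (Pchl3084_1311). Among the upward ones outside the silent stretch are the peroxide and catalase genes, phzB to phzO, the EmrAB-type pump genes, Pchl3084_3347, and a sigma-70 family factor, Pchl3084_5440, which went from 7.68 ± 1.11 RPKM (SD, n = 2) in 30-84ZN to 21.7 ± 0.455 in 30-84PCA, 39.3 ± 7.44 in wild type and 50.5 ± 15.2 in 30-84O*. The stretch silent in 30-84ZN gives 33 of the 80, which leaves 47 elsewhere, 46 of them upward. Independent lists of these lengths would share 0.921 upward genes, or 0.342 outside the stretch. All 3 comparisons use the same 30-84ZN libraries, so part of the excess may come from these shared controls. Groups simulated without any change against shared controls had no gene in common at the adjusted p in 100 draws, and at most 2 at the paper's thresholds. The simulated wild type list itself held at most 1 gene at the adjusted p, so there was hardly any overlap to find. The simulated noise was drawn gene by gene, so it cannot show what a shift of a whole 30-84ZN library would add. At the paper's thresholds 83 genes passed in all 3.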

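Strains that make 2-OH-PCA were also compared with 30-84PCA directly. They differ from it in more than 2-OH-PCA, so the differences cannot be laid to 2-OH-PCA alone. 30-84PCA carries Tn5 in phzO, and per the paper 30-84O* over-expresses phzO in trans and makes a smaller share of PCA in liquid culture. 30-84O* also had 38 adjacent genes of the silent stretch at low levels that 30-84PCA and wild type expressed. If DNA is missing from 30-84O* or 30-84ZN, which was not tested, comparisons with that strain would also carry any effect of the loss. In wild type 332 genes rose and 9 fell against 30-84PCA (341 in all), and in 30-84O* 379 rose and 206 fell (585); 5 of the 341 and 49 of the 585 lie in the stretch silent in 30-84ZN. Between the strains that make 2-OH-PCA, 68 genes were higher and 227 lower in 30-84O* than in wild type (295), 41 of them in that stretch. Genes lower in 30-84O* than in wild type include the chaperone gene hslU (Pchl3084_0436), which had 1377 ± 217 RPKM (SD, n = 2) in 30-84ZN, 1351 ± 3.86 in 30-84PCA, 963 ± 37.7 in wild type and 281 ± 52.1 in 30-84O*, and the pyoverdine gene pvdA (Pchl3084_3935; log2 fold change -1.28). Genes higher in 30-84O* include the pyocin holin, chitinase and levansucrase genes. The paper proposes that more 2-OH-PCA has wide effects because the count of changed genes grows from 30-84PCA through wild type to 30-84O*. Against 30-84ZN 23 genes fell in wild type and 198 in 30-84O*, and 517 and 498 rose. The order of the rising genes turns with the scaling: scaled to the reads outside ribosomal RNA 507 rose in wild type and 560 in 30-84O*, and with quantile normalization 265 and 416, with 63 and 215 falling. Without 30-84O* replicate 2, 362 rose and 413 fell in 30-84O*. The median gene was lower in 30-84O* than in wild type by a log2 fold change of -0.20 and higher in wild type than in 30-84ZN or 30-84PCA by 0.12 each, and the high ribosomal RNA share of 30-84O* replicate 1 lowers every other gene's RPKM in that library. With median-ratio scaling 120 genes were higher and 143 lower in 30-84O* than in wild type, with quantile normalization 124 and 100, and without 30-84O* replicate 1 107 and 116, while the count of 295 grew to 583 without 30-84O* replicate 2 and to 447 without wild type replicate 2. Wild type against 30-84PCA gave 139 changed genes with quantile normalization and 191 without wild type replicate 1.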

**Fig 3:**
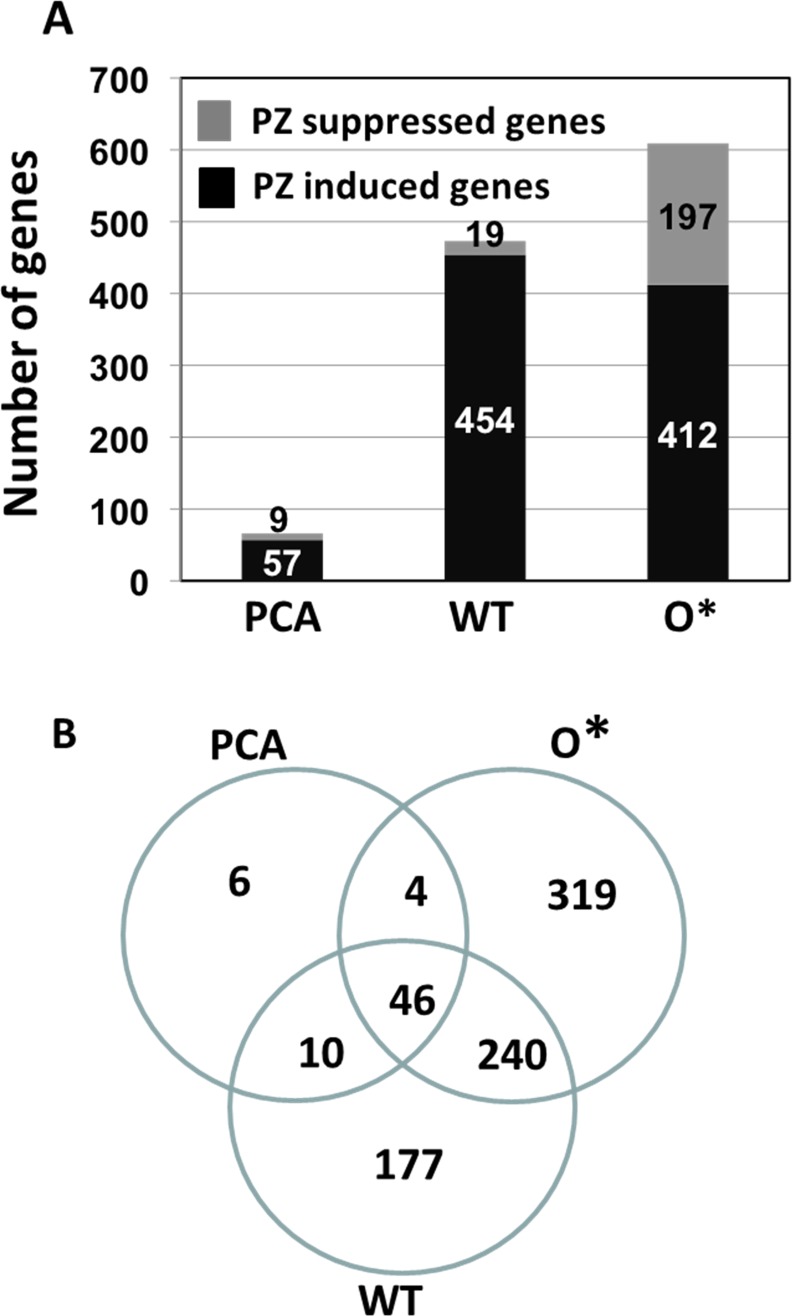
The number of differentially expressed genes in 30-84PCA, wild type and 30-84O* compared with the 30-84ZN. Differential expressed genes are those exhibiting over twofold change and a P value < 0.05. (**A)** Phenazine Induced and Suppressed genes are those that are expressed in at a higher or lower level, respectively, by the phenazine producing strains compared to 30-84ZN. (**B)** Venn diagram showing the number of genes differentially expressed in 30-84PCA, wild type and 30-84O* compared with 30-84ZN.

Two-step qRT-PCR was performed on nine genes that were differentially expressed in the RNA-Seq analysis to validate the data. Four genes were commonly altered in 30-84PCA, wild type and 30-84O*: *katA* (catalase), *ahpC* (hydrogen peroxide reductase), *phzO* (phenazine biosynthesis) and *phrS* (regulatory RNA). Four genes were differentially expressed in wild type and 30-84O*, but not 30-84PCA: *antA* (anthranilate 1,2-dioxygenase), *argC* (N-acetyl-gamma-glutamyl-phosphate reductase), *lrgA* (regulator of cell lysis) and *hol* (holin). 

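Flagellin, the filament protein made from fliC (Pchl3084_1590), had 3225 ± 299 RPKM (SD, n = 2) in 30-84ZN, 3992 ± 135 in 30-84PCA, 2803 ± 261 in wild type and 1387 ± 259 in 30-84O*. The fall in 30-84O* had a log2 fold change of -1.23 (limma adjusted p = 4.72e-10) against 30-84ZN and -1.54 against 30-84PCA. In wild type the log2 fold change against 30-84ZN was -0.20 (limma adjusted p = 0.553), and 30-84O* was lower than wild type by -1.02 (limma adjusted p = 1.12e-06). The filament cap gene fliD (Pchl3084_1592) went the same way in 30-84O*, from 1296 ± 72 to 709 ± 112 RPKM (log2 fold change -0.88), short of the ratio limit. Across 39 flagellar genes, fliC was the one that passed both limits in 30-84O*, and at any ratio 2 passed the adjusted p upward and 6, fliC among them, downward. The list had no common direction (fry adjusted p = 0.842, median log2 fold change 0.03), and fry's mixed test, which takes both directions, gave adjusted p = 0.00082.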

One gene was specifically altered in expression in 30-84O*, but not in 30-84PCA or wild type: *fliC* (flagellin). For all of the selected genes, the transcriptional fold changes measured by qRT-PCR were comparable to those obtained by RNA-Seq analyses (S2 Fig).

### Genes differentially expressed by all phenazine-producers

The core set of 46 genes that were differentially expressed in the matrix-forming cultures of 30-84PCA, wild type and 30-84O* (e.g. either higher or lower expression compared to 30-84ZN) included genes annotated as being involved in oxidative stress response, phenazine biosynthesis, drug resistance, and DNA repair (Table 2). We were particularly interested in the oxidative stress response genes because phenazines are well-known to induce oxidative damage in both prokaryotic and eukaryotic organisms [19,34]. Furthermore, phenazines are hypothesized to contribute to extracellular DNA release by enhancing the generation of hydrogen peroxide and thus the autolysis of cells [19]. To cope with the adverse effects of reactive oxygen species (ROS), bacteria have evolved multiple mechanisms including the production of ROS scavenging enzymes. In *Pseudomonas*, the most effective ROS detoxification enzymes include the major catalases KatA, KatB and KatG as well as the alkyl hydroperoxide reductases AhpC and AhpF [35]. Additionally, TrxB, a thioredoxin-disulfide reductase, protects protein disulfide bonds from oxidation [36]. Mutations in these genes greatly reduced ROS resistance and the ability to form biofilms in various *Pseudomonas* species [35,36]. Compared to the low levels of expression of these ROS-related genes in 30-84ZN (Table 2), phenazine production resulted in significantly higher expression of *ahpCF*, *katABG* and *trxB* genes. 

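Enzymes that remove peroxides rose in every strain that makes a phenazine. The alkyl hydroperoxide reductase genes ahpC (Pchl3084_3280) and ahpF (Pchl3084_3279) went from 35.0 ± 0.885 and 11.1 ± 1.75 RPKM (SD, n = 2) in 30-84ZN to 2215 ± 17.8 and 1027 ± 17.1 in 30-84PCA, 5731 ± 409 and 2351 ± 139 in wild type, and 3239 ± 214 and 1157 ± 215 in 30-84O*. The catalase genes rose too, katB (Pchl3084_5138) most: from 20.3 ± 1.46 RPKM to 506 ± 18.7, 1860 ± 127 and 971 ± 135. katA (Pchl3084_5293) was already at 191 ± 16.9 RPKM in 30-84ZN and rose by a log2 fold change of 3.04, 4.19 and 3.35 in the 3 producers, and katG (Pchl3084_3902) by 2.67, 3.87 and 3.08. The thioredoxin reductase gene trxB (Pchl3084_0942), which keeps protein thiols reduced, rose by 2.61, 3.23 and 2.77. All 6 genes changed in every producer (for ahpC in 30-84PCA, SE 0.18 and limma adjusted p = 8.62e-223). As a list their fry adjusted p was 0.000134 in 30-84PCA, 6.65e-05 in wild type and 6.13e-05 in 30-84O*. With an estimated correlation between genes, camera gave adjusted p = 0.0407, 0.039 and 0.0697. The list was drawn from the paper's Table 2, so its test is not independent evidence.

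**Figure D2:**
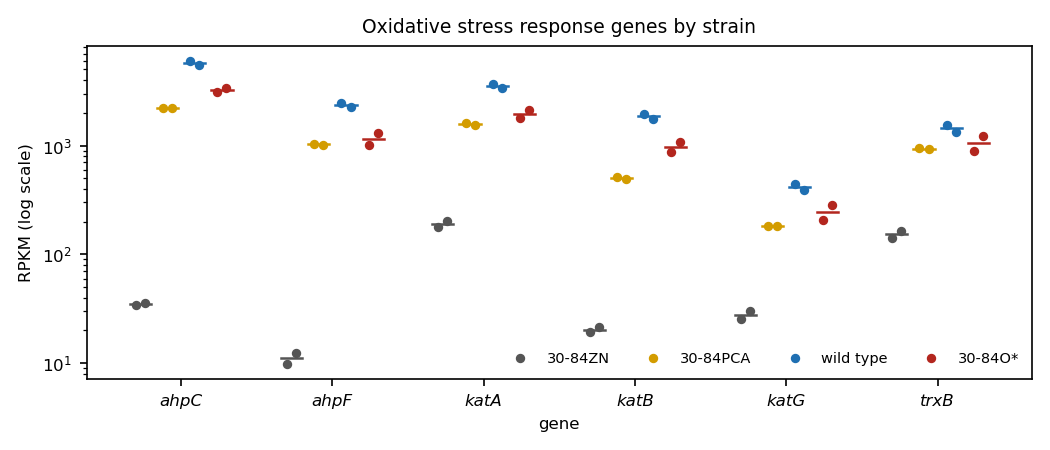
RPKM of ahpC, ahpF, katA, katB, katG and trxB in each library of the 4 strains (n = 2 each, log scale). In 30-84ZN the lowest of the 6 means is 11.1 RPKM (ahpF) and the highest 191 (katA).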

Interestingly, expression of the ROS-related genes was highest by wild type, perhaps indicating that production of both phenazines creates a more potent or diverse redox environment.

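Direct contrasts rank the strains gene by gene. Wild type was above 30-84PCA in ahpC (log2 fold change 1.37, limma adjusted p = 1.32e-11), ahpF (1.19), katA (1.15), katB (1.88) and katG (1.19), and trxB was higher by 0.62 (limma adjusted p = 0.0107), short of the ratio limit. Wild type held 419 ± 39 RPKM (SD, n = 2) of katG against 183 ± 0.925 in 30-84PCA and 245 ± 53.8 in 30-84O*. The means of 30-84O* lay below those of wild type in all 6 genes, with log2 fold changes of -0.82 (ahpC), -1.03 (ahpF), -0.84 (katA), -0.94 (katB), -0.79 (katG) and -0.46 (trxB; limma adjusted p = 0.0672), and only ahpF passed the ratio limit. The whole list had a median log2 fold change of -0.83 in 30-84O* against wild type. Ribosomal RNA in 30-84O* replicate 1 lowers the RPKM of every other gene in that library.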

**Table 2:** Selected genes that are differentially expressed by all phenazine producers: e.g. by 30-84PCA, wild type, and 30-84O*compared with 30-84ZN.

Gene ID	Gene	Protein description	Ratio* (PCA/ZN)	Ratio* (WT/ZN)	Ratio* (O*/ZN)
**Oxidative stress**					
**Pchl3084_3280**	*ahpC*	alkyl hydroperoxide reductase	63.4	164.0	92.7
**Pchl3084_3279**	*ahpF*	alkyl hydroperoxide reductase	92.6	212.0	104.4
**Pchl3084_5293**	*katA*	catalase	8.3	18.3	10.3
**Pchl3084_5138**	*katB*	catalase	24.9	91.4	47.7
**Pchl3084_3902**	*katG*	catalase/peroxidase	6.6	15.1	8.8
**Pchl3084_0942**	*trxB*	thioredoxin-disulfide reductase	6.1	9.4	6.9
**Phenazine biosynthesis**					
**Pchl3084_4955**	*phzB*	phenazine biosynthesis protein	2.0	2.54	4.0
**Pchl3084_4956**	*phzC*	phenazine biosynthesis protein	289.2	351.2	605.3
**Pchl3084_4957**	*phzD*	phenazine biosynthesis protein	118.3	151.7	281.0
**Pchl3084_4958**	*phzO*	phenazine biosynthesis protein	42.6	119.6	216.3
**Efflux pump**					
**Pchl3084_3721**	*emrA*	multidrug resistance	2.9	7.4	5.8
**Pchl3084_3720**	*emrB*	multidrug resistance	2.8	5.6	5.3
**Other genes**					
**Pchl3084_1311**	*phrS*	PhrS RNA	-5.8	-6.8	-3.5

*Ratios ≥ 2 (Mean RPKM Phenazine producer/ mean RPKM 30-84ZN) indicate genes with increased expression in the presence of phenazines. Ratios ≤ -2 (30-84ZN/ Phenazine producer, negative sign) indicate genes with reduced expression in the presence of phenazines.

Other genes expressed at higher levels in the phenazine-producing strains compared to 30-84ZN included the phenazine biosynthetic genes (*phzBCD* and *phzO*), which likely is due to disruption of phenazine biosynthesis by the *phzB*::*lacZ* mutation in 30-84ZN (Table 2). Additionally, two genes, *emrA* and *emrB*, annotated as encoding a multidrug resistance efflux system were notably expressed (2.5–7 fold increase) in the phenazine-producing derivatives relative to 30-84ZN (Table 2). 

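The genes after the lacZ insertion were nearly silent in 30-84ZN. phzC (Pchl3084_4956) stood at 1437 ± 29 RPKM (SD, n = 2) in 30-84PCA, 1745 ± 11.8 in wild type and 3007 ± 757 in 30-84O*, rises of 7.91, 8.19 and 8.95 in log2, and phzD (Pchl3084_4957) rose by 6.77, 7.13 and 8.00. These are the last genes of the core operon, which turns chorismate into PCA. phzO, whose product hydroxylates PCA to 2-OH-PCA, rose by 5.35, 6.84 and 7.68 and was higher in wild type than in 30-84PCA by 1.49 (limma adjusted p = 1.61e-13) and in 30-84O* than in 30-84PCA by 2.33. 30-84PCA carries Tn5 in phzO, and per the paper 30-84O* over-expresses phzO in trans. The phzO reads of 30-84O* may thus include those of added copies. The gene that carries the lacZ insertion, phzB in the paper's naming (Pchl3084_4955, annotated as PhzE), kept 647 ± 46.4 RPKM in 30-84ZN and had 1303 ± 21.6, 1643 ± 5.22 and 2559 ± 612 in the producers. Its rise in 30-84PCA (log2 fold change 1.01, limma adjusted p = 1.86e-06) falls under the ratio limit with quantile normalization (0.94). Upstream, phzI (Pchl3084_4949), the signal synthase gene, changed only in 30-84O* (1.19). Over the 10 genes from phzI to phzO, 4 rose in 30-84PCA, 4 in wild type and 7 in 30-84O* (fry adjusted p = 0.000827, 0.000338 and 0.000187), and camera with an estimated correlation gave adjusted p = 0.195, 0.298 and 0.113. The 4 phz genes of Table 2 alone gave fry adjusted p = 4.26e-05 in 30-84O* (0.0296 from camera with an estimated correlation). Both lists were chosen by the study and so are not independent evidence.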

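emrA (Pchl3084_3721) went from 19.9 ± 2.95 RPKM (SD, n = 2) in 30-84ZN to 58.6 ± 1.25 in 30-84PCA, 147 ± 5.93 in wild type and 116 ± 34.4 in 30-84O*, and emrB (Pchl3084_3720) from 12.7 ± 2.8 to 35.9 ± 0.298, 71.0 ± 8.48 and 67.6 ± 21. Both rose in every producer (emrA in 30-84PCA: log2 fold change 1.52, limma adjusted p = 2.49e-11). EmrA-type proteins bridge the periplasm from the EmrB pump to an outer membrane channel. The gene next to them, Pchl3084_3722, codes for such an outer membrane efflux protein and rose from 26.9 ± 4.63 RPKM to 75.2 ± 0.716, 207 ± 16.1 and 172 ± 39.7 (log2 fold change 1.46, 2.91 and 2.63). emrA was also higher in wild type than in 30-84PCA (log2 fold change 1.31). Among 39 RND and MFS multidrug pump genes, 4 rose in 30-84PCA, 11 in wild type (12 adjusted over the list alone) and 12 in 30-84O*.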

Whether this system is functional or plays a role in antimicrobial transport or intrinsic resistance to phenazines remains to be determined. In contrast, the expression of the small RNA PhrS was notably reduced by phenazine production (3–6 fold). 

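phrS (Pchl3084_1311) had 615 ± 49 RPKM (SD, n = 2) in 30-84ZN, 106 ± 0.333 in 30-84PCA, 90.0 ± 9.2 in wild type and 176 ± 126 in 30-84O*. The log2 fold changes were -2.52 (limma adjusted p = 2.93e-36), -2.76 (1.18e-43) and -2.01 (2.78e-23). The fit let genes of a like level share one variance, so the wide spread of phrS in 30-84O* does not enter its p-value. In P. aeruginosa this RNA is made when oxygen is short. Other small RNAs, which are Gac-controlled and sequester the repressor RsmA, fell with it in 30-84PCA: rsmY (Pchl3084_5419) fell from 231 ± 1.59 to 103 ± 9.89 RPKM (log2 fold change -1.16) and rsmZ (Pchl3084_1190) from 108 ± 6.89 to 52.7 ± 1.67 (-1.02, or -0.96 without 30-84ZN replicate 2). In wild type both passed the adjusted p below the ratio limit (-0.95 and -0.65), and in 30-84O* rsmZ did so upward (0.72, limma adjusted p = 0.00221) and rsmY did not (0.11). srpB (Pchl3084_1879) rose in 30-84PCA, from 208 ± 43.7 to 466 ± 489 RPKM (log2 fold change 0.60), with 120 and 811 RPKM in the replicates. The iron-responsive RNA prrF1 (Pchl3084_5028) rose in 30-84O* (1.21). Over 8 small RNA genes there was no common direction (fry adjusted p = 0.312 in 30-84PCA, 0.336 in wild type and 0.522 in 30-84O*).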

In *P*. *aeruginosa*, PhrS activates the expression of *pqsR*, which in turn stimulates synthesis of the quinolone signal [37]. In *P*. *chlororaphis* 30–84, the potential targets of PhrS remain unknown since both PqsR and the quinolone signaling pathway are absent. The significance of these gene expression changes is currently under investigation.

### Genes differentially expressed by 2-OH-PCA-producing derivatives

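Genes called against 30-84ZN in both wild type and 30-84O* but not in 30-84PCA number 248, and none of them moved in opposite ways in the 2 strains. They include pvdS (Pchl3084_4064), the pyoverdine sigma factor gene, at 30.8 ± 1.75 RPKM (SD, n = 2) in 30-84ZN, 53.7 ± 10.3 in 30-84PCA, 138 ± 10.8 in wild type and 194 ± 38.6 in 30-84O*. They also include an outer membrane efflux gene, Pchl3084_0154, at 22.8 ± 1.12, 21.4 ± 1.27, 138 ± 11.6 and 145 ± 34.9 RPKM, and fumC (Pchl3084_0906), a fumarase gene, at 115 ± 7.61, 130 ± 9.62, 360 ± 29.8 and 271 ± 56.3. Of the 248, 230 rose and 18 fell, and all lie outside the stretch that is silent in 30-84ZN. A gene called in one strain and not in another need not differ between them, so each was also compared with 30-84PCA directly: 120 changed in wild type against 30-84PCA, 197 in 30-84O* and 107 in both. A further measure of the gap is that 62 of the 248 passed the adjusted p in 30-84PCA below the ratio limit. 30-84O* was above wild type in 30 of them and below in 8. Wild type and 30-84O* shared 309 upward genes against 30-84ZN where independent lists would share 43.2, and 19 downward ones where 0.764 would be shared. Part of this excess may come from the 30-84ZN libraries both comparisons use. Simulated unchanged groups shared at most 3 genes at the paper's thresholds, but their noise was drawn gene by gene. They cannot show the effect of a shift of a whole 30-84ZN library.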

A total of 240 genes was changed in expression (relative to 30-84ZN) only in wild type and 30-84O* biofilm matrices, e.g. may be affected specifically by 2-OH-PCA production (Fig 3B). The expression of the majority of these genes (222) was enhanced by 2-OH-PCA production. One group of positively regulated genes is annotated as bacteriophage-derived, R2-type pyocin genes (Pchl3084_1194 to Pchl3084_1233). This 13 Kb gene cluster harbors genes encoding pyocin structural proteins involved in R type pyocin assembly as well as a holin and lytic protein involved in cell lysis for pyocin release. 

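The holin gene hol (Pchl3084_1194), whose product opens the inner membrane at lysis, went from 74.2 ± 0.0368 RPKM (SD, n = 2) in 30-84ZN to 128 ± 15.3 in 30-84PCA, 226 ± 10.4 in wild type and 643 ± 81.5 in 30-84O*. The lytic enzyme gene Pchl3084_1231 followed the same order, from 43.1 ± 0.684 RPKM to 84.9 ± 1.1, 145 ± 13.7 and 311 ± 1.98, as did the tail sheath gene Pchl3084_1215, at 273 ± 3.71, 492 ± 13.3, 866 ± 32.7 and 1576 ± 228. llpA (Pchl3084_1196), a lectin-like bacteriocin gene, rose by a log2 fold change of 1.59 in wild type and 2.50 in 30-84O*. Of the 40 genes, 39 changed in wild type and 40 in 30-84O* against 30-84ZN, and the one left in wild type is cinA (Pchl3084_1233; log2 fold change 0.63, limma adjusted p = 0.00922). In 30-84PCA none passed the ratio limit (4 did without 30-84ZN replicate 1), but 39 passed the adjusted p, with a median log2 fold change of 0.84 (hol 0.78, limma adjusted p = 0.00188). The median gene of the cluster had 131 RPKM in 30-84ZN, 203 in 30-84PCA, 368 in wild type and 684 in 30-84O*. 30-84O* was above wild type in 12 genes (hol by 1.50, limma adjusted p = 1.05e-12) and above 30-84PCA in 40. Between wild type and 30-84PCA 0 of the 40 genes passed both limits. There 39 passed the adjusted p upward, with a median log2 fold change of 0.77. As a list, a study-chosen one and so not independent evidence, fry gave adjusted p = 0.00176 in 30-84PCA, 0.000182 in wild type and 4.26e-05 in 30-84O*. Camera gave, with an estimated correlation (0.42), adjusted p = 0.99, 0.397 and 0.0932. At the preset correlation of 0.01 camera gave adjusted p = 7.7e-10, 7.39e-19 and 1.2e-62, so its result turns on the correlation taken.

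**Figure D3:**
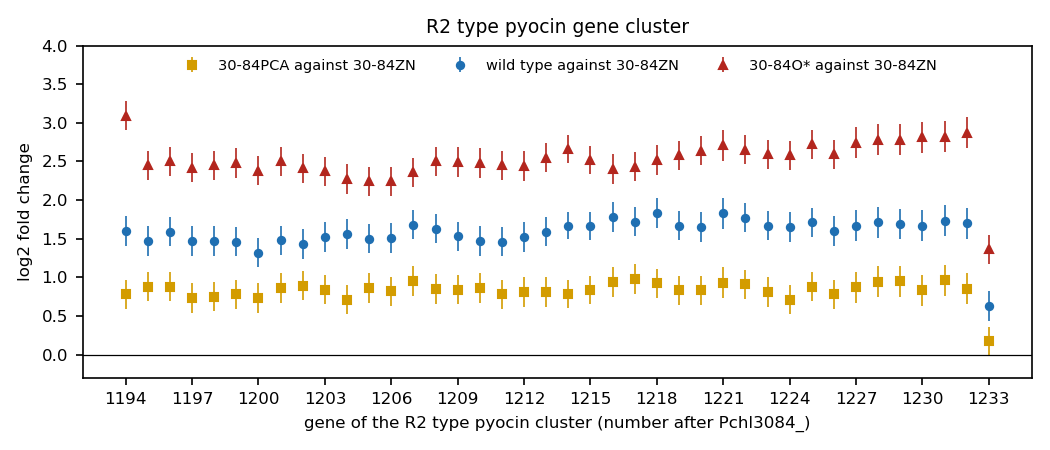
Log2 fold change against 30-84ZN of the 40 genes from Pchl3084_1194 to Pchl3084_1233 in 30-84PCA, wild type and 30-84O* (n = 2 each). Bars show the SE. The cluster medians are 131 RPKM in 30-84ZN, 203 in 30-84PCA, 368 in wild type and 684 in 30-84O*.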

The expression of the gene cluster was increased by 2-OH-PCA production (Table 3). These results suggest that the influence of 2-OH-PCA on eDNA production is due in part to cell autolysis as a result of pyocin production and release.

**Table 3:** Genes annotated as R2 type pyocin genes belonging to a 13 Kb open reading frame spanning a bacteriophage-derived gene cluster from Pchl3084_1194–1233.

Gene ID	Gene	Protein description	Ratio*	Ratio*
			(WT/ZN)	(O*/ZN)
**R2 type pyocin genes**				
**Pchl3084_1194**	*Hol*	pyocin R2, holin	3.1	8.7
**Pchl3084_1195**		N-acetylmuramoyl-L-alanine amidase domain protein	2.8	5.5
**Pchl3084_1196**	*llpA*	putidacin L1	3.0	5.7
**Pchl3084_1197**		hypothetical protein	2.8	5.4
**Pchl3084_1198**		phage baseplate assembly protein V	2.8	5.5
**Pchl3084_1199**		hypothetical protein	2.8	5.6
**Pchl3084_1200**		baseplate J family protein	2.5	5.3
**Pchl3084_1201**		phage tail protein I	2.9	5.7
**Pchl3084_1202**		phage tail collar domain protein	2.7	5.4
**Pchl3084_1203**		putative phage tail protein	2.9	5.2
**Pchl3084_1204**		hypothetical protein	3.0	4.9
**Pchl3084_1205**		putative phage tail sheath protein	2.9	4.7
**Pchl3084_1206**		putative phage tail tube protein	2.9	4.7
**Pchl3084_1207**		hypothetical protein	3.2	5.2
**Pchl3084_1208**		hypothetical protein	3.1	5.7
**Pchl3084_1209**		phage tail tape measure protein, TP901 family	2.9	5.7
**Pchl3084_1210**		phage protein, P2 GpU family	2.8	5.6
**Pchl3084_1211**		putative tail protein X	2.8	5.5
**Pchl3084_1212**		phage protein, late control D family	2.9	5.5
**Pchl3084_1213**		hypothetical protein	3.0	5.9
**Pchl3084_1214**		hypothetical protein	3.2	6.4
**Pchl3084_1215**		putative tail sheath protein	3.2	5.8
**Pchl3084_1216**		hypothetical protein	3.4	5.3
**Pchl3084_1217**		hypothetical protein	3.3	5.4
**Pchl3084_1218**		putative phage tail protein	3.6	5.8
**Pchl3084_1219**		DNA circularization, N-terminal domain protein	3.2	6.0
**Pchl3084_1220**		putative bacteriophage Mu P protein	3.2	6.3
**Pchl3084_1221**		bacteriophage Mu Gp45 protein	3.6	6.7
**Pchl3084_1222**		phage protein, GP46 family	3.5	6.4
**Pchl3084_1223**		baseplate J family protein	3.2	6.1
**Pchl3084_1224**		hypothetical protein	3.2	6.0
**Pchl3084_1225**		hypothetical protein	3.3	6.7
**Pchl3084_1226**		hypothetical protein	3.1	6.1
**Pchl3084_1227**		putative phage tail protein	3.2	6.8
**Pchl3084_1228**		putative phage tail protein	3.3	7.0
**Pchl3084_1229**		putative phage tail protein	3.3	7.0
**Pchl3084_1230**		putative phage tail protein	3.2	7.1
**Pchl3084_1231**		putative pyocin R, lytic enzyme	3.4	7.2
**Pchl3084_1232**		hypothetical protein	3.4	7.5
**Pchl3084_1233**	*cinA*	competence/damage-inducible protein CinA	1.6 *ns*	2.6
**Cell lysis regulation**				
**Pchl3084_0954**	*lrgA*	regulator of cell lysis	-2.4	-2.3
**Pchl3084_0955**	*lrgB*	regulator of cell lysis	-2.3	-2.5

These genes are either highly expressed in 30-84O* or 30-84O* and wild type, but not 30-84PCA compared with 30-84ZN. Also included are the cell lysis regulator genes *lrgAB* located upstream of the cluster.

*Ratios ≥ 2 (mean RPKM Phenazine producer/ mean RPKM 30-84ZN) indicate genes with increased expression in the presence of phenazines. Ratios ≤ -2 (Mean RPKM 30-84ZN/ Mean RPKM Phenazine producer, negative sign) indicate genes with reduced expression in the presence of phenazines. *ns* indicates this value is not significant.

To clarify the role of the pyocin gene cluster in eDNA release, the holin-encoding gene of the pyocin gene cluster was replaced with a Km^R^ cassette. Holins are small transmembrane proteins that facilitate cell lysis during bacteriophage infection. Holins accumulate and permeabilize the cytoplasmic membrane, which allows the passage of a muralytic enzyme into the periplasmic space, which degrades the peptidoglycan layer resulting in osmotic lysis [38]. We hypothesized that if the holin in the pyocin gene cluster was a major contributor to eDNA production, its deletion would inhibit cell lysis because the muralytic enzyme would not be able to reach and degrade the peptidoglycan layer. Indeed, the 30–84 holin mutant released less eDNA into the biofilm matrix compared to wild type after 48 and 72 hours (Fig 4A). However, eDNA release was not eliminated by the deletion of the holin encoded in the pyocin gene cluster, indicating that 30–84 possesses other mechanisms for eDNA release (see Discussion). Interestingly, the decrease in eDNA was not associated with a significant decrease in matrix mass (Fig 4B). This may be because the amount of eDNA produced, although reduced, is still sufficient for matrix formation.

**Fig 4:**
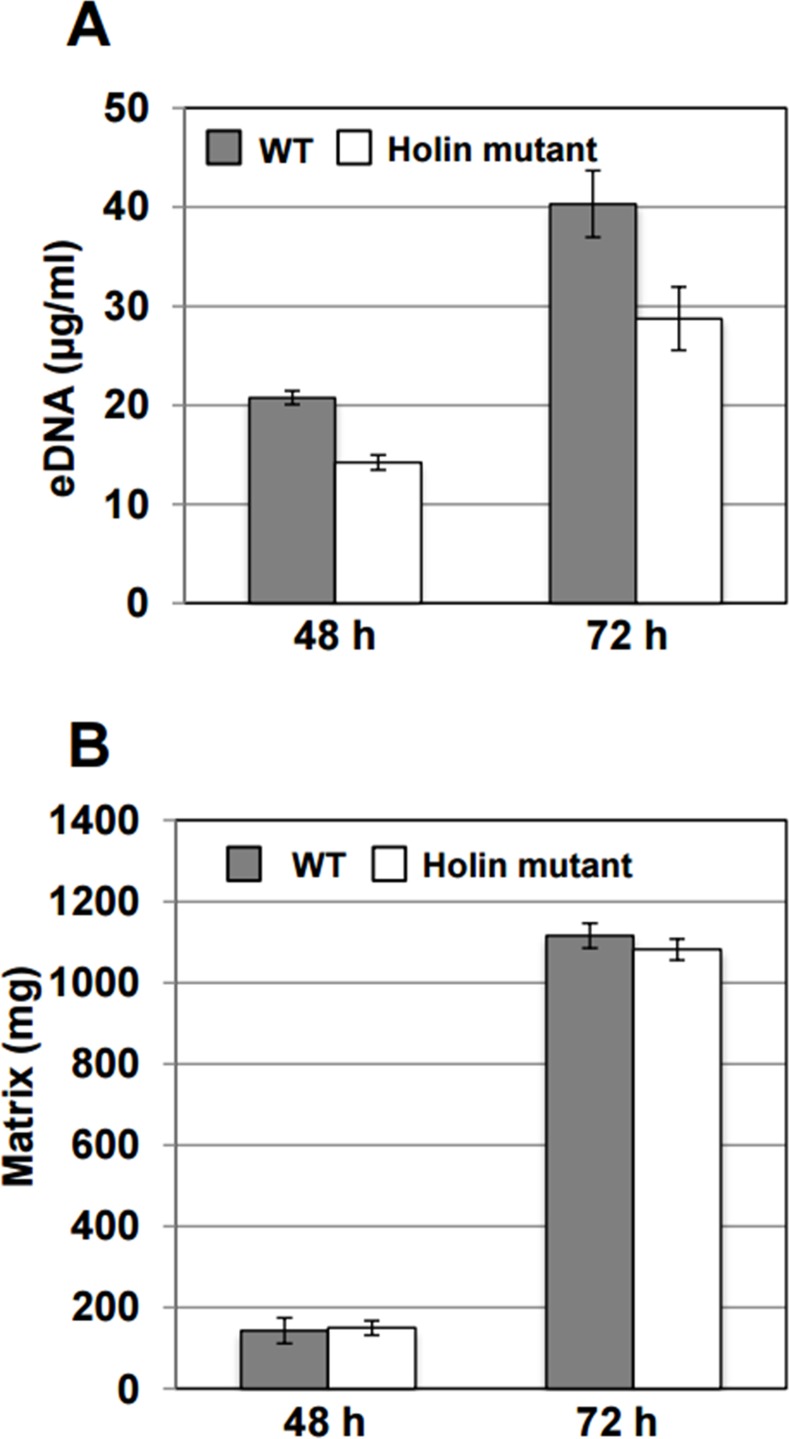
The effect of holin mutation on eDNA and biofilm matrix production. (**A)** Production of eDNA by *P*. *chlororaphis* 30–84 wild type and the holin mutant after growing 48 and 72 hr in static culture. (**B)** Biofilm matrix production by 30–84 wild type and the holin mutant at 72 h. The data are the average of three biological replicates and error bars indicate the standard deviation.

RNA-Seq also revealed other genes activated by 2-OH-PCA that are involved in the production of secondary metabolites or exoenzymes. 

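Pyrrolnitrin is an antifungal compound made from tryptophan by 4 enzymes of one operon. Its first gene, prnA (Pchl3084_3146), had 93.4 ± 2.39 RPKM (SD, n = 2) in 30-84ZN, 129 ± 1.76 in 30-84PCA, 262 ± 22.6 in wild type and 316 ± 68.5 in 30-84O*. The last, prnD (Pchl3084_3143), had 75.2 ± 5.05, 87.3 ± 3.74, 192 ± 15.1 and 270 ± 84.8. prnA changed in wild type (log2 fold change 1.48, limma adjusted p = 9.66e-13) and 30-84O* (1.73), not in 30-84PCA (0.47, limma adjusted p = 0.35), and was higher in wild type than in 30-84PCA by 1.01 (limma adjusted p = 1.14e-05). prnB (Pchl3084_3145) and prnC (Pchl3084_3144) rose by 1.37 and 1.34 in wild type and by 1.53 and 1.54 in 30-84O*. The list gave fry adjusted p = 0.544 in 30-84PCA, 0.00693 in wild type and 0.00326 in 30-84O* (0.0731 in 30-84O* from only the 4 libraries of the 2 strains). With an estimated correlation camera gave adjusted p = 0.625 in wild type and 0.355 in 30-84O*, and the genes were chosen by the study.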

The transcript abundances of four genes *prnA*, *prnB*, *prnC* and *prnD* annotated as pyrrolnitrin biosynthesis genes were significantly (~3 fold greater in biofilm matrices of the 2-OH-PCA producing derivatives, wild type and 30-84O*, compared to 30-84ZN, whereas these genes were not differentially expressed in 30-84PCA biofilm matrices (Table 4). 

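Secreted enzymes include 2 chitinases, which cut the fungal wall polymer chitin. The gene Pchl3084_3180 went from 309 ± 36.7 RPKM (SD, n = 2) in 30-84ZN to 532 ± 2.97 in 30-84PCA, 1893 ± 73.4 in wild type and 5436 ± 789 in 30-84O*, and Pchl3084_2021 from 632 ± 19.3 to 653 ± 9.63, 1638 ± 11.7 and 3476 ± 757. The levansucrase gene lsc (Pchl3084_4797), which builds the fructose polymer levan, went from 30.5 ± 0.957 RPKM to 48.5 ± 1.61, 120 ± 9.87 and 367 ± 71.1, and the protease gene aprA (Pchl3084_3127) from 456 ± 16 to 610 ± 2.67 in 30-84PCA and 1164 ± 81.4 in wild type. 30-84O* was above wild type in Pchl3084_3180 (log2 fold change 1.51, limma adjusted p = 1.81e-14), Pchl3084_2021 (1.07) and lsc (1.59), and level with it in aprA (0.02), which rose by 1.37 against 30-84ZN. In 30-84PCA no gene of the 4 passed the ratio limit, though Pchl3084_3180 (0.79, limma adjusted p = 0.000632) and lsc (0.65, limma adjusted p = 0.0393) passed the adjusted p. The study-chosen list gave fry adjusted p = 0.00208 in wild type and 0.000346 in 30-84O*, and camera with an estimated correlation gave adjusted p = 0.47 and 0.134.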

The expression of *aprA* (extracellular protease), *lsc* (levansucrase), and chitinases encoding genes were higher (~2–18 fold) in wild type and 30-84O* compared to 30-84ZN biofilm matrices (Table 4).

**Table 4:** Selected genes that were changed in expression (relative to 30-84ZN) only in wild type and 30-84O* biofilm matrices, e.g. are specifically affected by 2-OH-PCA production.

Gene ID	Gene	Protein description	Ratios* (WT/ZN)	Ratios* (O*/ZN)
**Exoenzymes and Secondary metabolites**				
**Pchl3084_3146**	*prnA*	tryptophan halogenase	2.8	3.4
**Pchl3084_3145**	*prnB*	pyrrolnitrin biosynthesis	2.6	3.0
**Pchl3084_3144**	*prnC*	halogenase	2.6	3.0
**Pchl3084_3143**	*prnD*	aminopyrrolnitrin oxidase	2.6	3.6
**Pchl3084_2021**	*chiC*	chitinase	2.6	5.5
**Pchl3084_3180**	*chiC*	chitinase	6.1	17.6
**Pchl3084_3127**	*aprA*	metalloprotease	2.6	2.6
**Pchl3084_4797**	*lsc*	levansucrase	3.9	12.0
**Efflux pumps**				
**Pchl3084_3193**	*mexE*	multidrug efflux RND transporter, membrane fusion protein	5.4	5.6
**Pchl3084_3194**	*mexF*	multidrug efflux RND transporter, permease protein	5.2	4.6
**Pchl3084_3195**	*oprN*	multidrug efflux RND transporter, outer membrane factor	2.6	3.1
**Pchl3084_3327**	*oprM*	outer membrane efflux protein	2.3	2.4
**Pchl3084_3329**	*mexA*	multidrug resistance protein	3.6	2.4
**DNA repair**				
**Pchl3084_0814**	*recN*	DNA repair protein	2.3	3.8
**Pchl3084_1932**	*lexA*	*lexA* repressor	2.0	2.7
**Pchl3084_2827**	*ligD*	DNA ligase D	2.2	2.4
**Pchl3084_3586**	*dnaE2*	DNA polymerase	2.2	5.2
**Pchl3084_3589**	*lexA2*	*lexA* repressor	2.6	5.1
**Pchl3084_3851**		DNA endonuclease	2.4	2.2
**Pchl3084_5136**	*radA*	DNA repair protein	4.5	2.6
**Iron uptake**				
**Pchl3084_0982**	*fecR*	sigma factor regulatory protein FecR	3.5	4.0
**Pchl3084_0983**	*fecI*	RNA polymerase sigma factor FecI	3.7	4.7
**Pchl3084_3208**	*efeU*	ferrous iron permease	2.7	4.2
**Pchl3084_4064**	*pvdS*	sigma-70 factor	4.5	6.3
**Metabolism**				
**Pchl3084_0747**	*antC*	dioxygenase reductase	-3.8	-5.3
**Pchl3084_0748**	*antB*	dioxygenase	-3.9	-7.2
**Pchl3084_0749**	*antA*	dioxygenase	-4.0	-6.1
**Pchl3084_3869**	*catA*	catechol 1,2-dioxygenase	-2.5	-4.1
**Pchl3084_3870**	*catC*	delta-isomerase	-2.1	-2.7
**Pchl3084_3879**	*argC*	glutamyl-phosphate reductase	-4.7	-11.4
**Pchl3084_2275**	*argD*	acetylornithine transaminase	-4.8	-2.5
**Pchl3084_4622**	*argO*	arginine exporter protein	2.4	2.4
**Pchl3084_0036**	*trpB*	tryptophan synthase	-2.2	-4.1
**Pchl3084_1486**	*iaaH*	indoleacetamide hydrolase	-2.1	-6.1

*Ratios ≥ 2 (mean RPKM Phenazine producer/ mean RPKM 30-84ZN) indicate genes with increased expression in the presence of phenazines. Ratios ≤ -2 (Mean RPKM 30-84ZN/ Mean RPKM Phenazine producer, negative sign) indicate genes with reduced expression in the presence of phenazines.

Transcripts for genes encoding efflux pumps, DNA modification genes, and certain genes involved in iron uptake also were more abundant in the biofilm matrices of the 2-OH-PCA producing derivatives. In addition to EmrAB, two other efflux pumps were increased in expression specifically in the presence of 2-OH-PCA production. The transcript abundances of the *mexA-oprM* and *mexEF-oprN* genes were ~2–5 fold greater in wild type and 30-84O* as compared to 30-84ZN (Table 4). These efflux pumps transport different antimicrobial compounds in other pseudomonads. For example, the MexEF-OprN RND efflux pump transports fluoroquinolones, trimethoprim, and chloramphenicol [39], whereas the MexAB-OprM system transports quinolones and β-lactams [40]. 

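mexE (Pchl3084_3193) and mexF (Pchl3084_3194) were weakly expressed in 30-84ZN, at 4.60 ± 0.875 and 5.80 ± 0.912 RPKM (SD, n = 2), and reached 24.7 ± 0.235 and 30.3 ± 0.81 in wild type and 25.6 ± 5.26 and 26.8 ± 4.68 in 30-84O*. Their channel gene oprN (Pchl3084_3195) went from 14.2 ± 2.67 to 36.9 ± 8.62 and 44.0 ± 9.75 RPKM. In 30-84PCA mexE, mexF and oprN stayed at 5.09 ± 0.398, 6.78 ± 0.201 and 13.6 ± 0.529 RPKM. oprM (Pchl3084_3327) rose by a log2 fold change of 1.09 (limma adjusted p = 0.00021) in wild type and 1.14 (limma adjusted p = 4.72e-05) in 30-84O*, from 8.18 ± 1.18 RPKM. mexA (Pchl3084_3329), at 1.24 ± 0.547 RPKM in 30-84ZN, 4.40 ± 1.07 in wild type and 3.02 ± 1.3 in 30-84O*, is among the weakest genes measured. Its rise in wild type (1.28, limma adjusted p = 0.000592) turns to -0.03 with quantile normalization, and its rise in 30-84O* (0.83, limma adjusted p = 0.0315) is lost there too (0.35). Quantile normalization also leaves oprM short of the ratio limit in wild type (0.67), and 3 of the 5 genes changed in that strain, as are left in 30-84O* without its replicate 2. The 5 genes, chosen by the study, gave fry adjusted p = 0.0066 in wild type and 0.00584 in 30-84O* (0.091 from only the 4 libraries of the 2 strains). Camera gave, with an estimated correlation, adjusted p = 0.532 and 0.355.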

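recN (Pchl3084_0814), which acts on double-strand breaks, went from 48.1 ± 1.88 RPKM (SD, n = 2) in 30-84ZN to 63.8 ± 3.62 in 30-84PCA, 111 ± 2.88 in wild type and 183 ± 33.8 in 30-84O*. The error-prone polymerase gene dnaE2 (Pchl3084_3586) went from 10.3 ± 0.269 to 12.2 ± 0.0417, 23.2 ± 1.74 (0.72 in log2 with quantile normalization, under the ratio limit) and 53.4 ± 12.6 RPKM, and its neighbour lexA2 (Pchl3084_3589) from 27.7 ± 3.55 to 35.8 ± 1.54, 70.5 ± 9.57 and 142 ± 47.4. radA (Pchl3084_5136) ran the other way between the producers, with 90.2 ± 1.07 RPKM in 30-84PCA, 214 ± 17.7 in wild type and 122 ± 19.8 in 30-84O*. It was also the one gene of the group to pass the adjusted p in 30-84PCA (log2 fold change 0.91, limma adjusted p = 0.000251), below the ratio limit. The repressor gene lexA (Pchl3084_1932) rose by 1.03 in wild type (limma adjusted p = 1.53e-06; 0.92 with median-ratio scaling, under the limit) and by 1.39 in 30-84O*, and the nuclease gene Pchl3084_3851 by 1.21 and 1.04 (0.83 in 30-84O* without its replicate 2). ligD (Pchl3084_2827) is weakly expressed, at 3.18 ± 0.193 RPKM in 30-84ZN, 6.99 ± 1.66 in wild type and 7.53 ± 1.13 in 30-84O*, and with quantile normalization its rises were lost (0.18 and 0.77). The study-chosen list of 7 gave fry adjusted p = 0.0066 in wild type and 0.00281 in 30-84O* (0.0683 from only the 4 libraries of the 2 strains). With an estimated correlation camera gave adjusted p = 0.625 and 0.355.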

Transcript abundance of other ROS/DNA repair genes also were increased (2–5 fold) in the presence of 2-OH-PCA, including *recN* (DNA repair protein), *lexA* (*lexA* repressor), *ligD* (DNA ligase), *dnaE2* (DNA polymerase), *radA* (DNA repair protein), and Pchl3084_3851 (nuclease) (Table 4). 

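fecI (Pchl3084_0983), an iron-responsive sigma factor gene, and its membrane regulator gene fecR (Pchl3084_0982) were weakly expressed in 30-84ZN, at 8.47 ± 1.2 and 7.72 ± 0.75 RPKM (SD, n = 2). They had 15.3 ± 1.91 and 14.1 ± 0.988 RPKM in 30-84PCA, 31.3 ± 3.07 and 26.8 ± 3.22 in wild type, and 39.2 ± 4.15 and 31.1 ± 7.92 in 30-84O*. efeU (Pchl3084_3208), an iron permease gene, went from 8.23 ± 0.446 to 22.0 ± 1.15 RPKM in wild type (0.90 in log2 with quantile normalization, under the ratio limit) and 34.3 ± 14.2 in 30-84O*. pvdS rose by a log2 fold change of 2.13 in wild type (limma adjusted p = 2.68e-23) and 2.60 in 30-84O* (limma adjusted p = 7.4e-35). In 30-84PCA fecR (0.79, limma adjusted p = 0.0324), fecI (0.78) and pvdS (0.77) passed the adjusted p but not the ratio limit. Among 32 TonB-dependent receptor genes 8 rose in wild type and 7 in 30-84O*, both counts with Pchl3084_2974 of the stretch silent in 30-84ZN, and in wild type 3 were left with quantile normalization. The 4 iron genes, chosen by the study, gave fry adjusted p = 0.00491 in wild type and 0.00229 in 30-84O* (0.0633 from only the 4 libraries of the 2 strains), and camera with an estimated correlation gave adjusted p = 0.47 and 0.232.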

Finally, the transcript abundances of *fecR* and *fecI* genes were enhanced (3–4 fold) in the presence of 2-OH-PCA as well as several FecR-controlled genes such as *pvdS*, *efeU* and *TonB* family genes. FecR and FecI are known for their role in regulating iron uptake genes [41].

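Arginine genes fell in both strains that make 2-OH-PCA. argC (Pchl3084_3879), an early step of arginine synthesis, had 52.3 ± 4.54 RPKM (SD, n = 2) in 30-84ZN, 49.7 ± 2.08 in 30-84PCA and 4.59 ± 0.265 in 30-84O*. argD (Pchl3084_2275), an aminotransferase gene of the same pathway, had 149 ± 23.2, 149 ± 10.4, 30.9 ± 3.97 and 60.8 ± 15.3 RPKM, and the exporter gene argO (Pchl3084_4622) 421 ± 49.3, 430 ± 27.3, 174 ± 24.2 and 176 ± 39.3. In wild type the log2 fold changes were -2.16 (limma adjusted p = 9.77e-18), -2.23 and -1.27 (limma adjusted p = 5.51e-10), and in 30-84O* -3.25, -1.29 and -1.27. None of the 3 differed between 30-84PCA and 30-84ZN (argO 0.03). The 3 genes, chosen by the study, gave fry adjusted p = 0.991 in 30-84PCA, 0.00323 in wild type and 0.00229 in 30-84O* (0.0633 from only the 4 libraries of the 2 strains). Camera gave, with an estimated correlation, adjusted p = 0.329 in wild type and 0.232 in 30-84O*.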

The genes in the 2-OH-PCA producing derivatives wild type and 30-84O* with reduced transcript abundance (relative to 30-84ZN) are annotated as being involved in anthranilate metabolism (Table 4). These include the *antABC* operon (conversion of anthranilate to catechol), *catAC* (conversion of catechol to acetyl-CoA), *trpB* (conversion of anthranilate to tryptophan) and *iaaH* (conversion of tryptophan to indole acetic acid). 

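antA (Pchl3084_0749), antB (Pchl3084_0748) and antC (Pchl3084_0747) had 49.4 ± 1.85, 60.6 ± 1.97 and 53.1 ± 1.52 RPKM (SD, n = 2) in 30-84ZN, 12.3 ± 1.96, 15.6 ± 1.81 and 13.9 ± 4.84 in wild type, and 8.09 ± 2.69, 8.38 ± 2.37 and 10.0 ± 2.87 in 30-84O*. 30-84PCA lay between, at 30.8 ± 1.92, 38.7 ± 0.219 and 29.5 ± 3.15 RPKM, and antC (log2 fold change -0.83, limma adjusted p = 0.0145) and trpB (-0.80) passed the adjusted p there, short of the ratio limit. catA (Pchl3084_3869) and catC (Pchl3084_3870), which open and process the catechol ring, fell by -1.26 and -1.05 in wild type and by -1.93 and -1.42 in 30-84O*. Without wild type replicate 2 catC falls short there (-0.85). trpB (Pchl3084_0036) went from 557 ± 82.3 RPKM to 256 ± 22.4 in wild type and 137 ± 34.2 in 30-84O*, and iaaH (Pchl3084_1486) from 88.8 ± 8.49 to 42.0 ± 1.23 and 14.5 ± 1.31. Without 30-84ZN replicate 2 both miss the limit in wild type (-0.96 each). 30-84O* was lower than wild type in iaaH by -1.47. The 7 genes, chosen by the study, gave fry adjusted p = 0.173 in 30-84PCA, 0.00746 in wild type (0.0501 without 30-84ZN replicate 2) and 0.00229 in 30-84O* (0.0633 from only the 4 libraries of the 2 strains). With an estimated correlation camera gave adjusted p = 0.397 in wild type and 0.205 in 30-84O*.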

Phenazine and anthranilate biosynthesis compete for the metabolic pool of chorismic acid and many of the genes reduced in expression in the 2-OH-PCA producers are involved in the biosynthesis of acetyl-CoA and IAA utilizing anthranilate as a common substrate (Fig 5).

**Fig 5:**
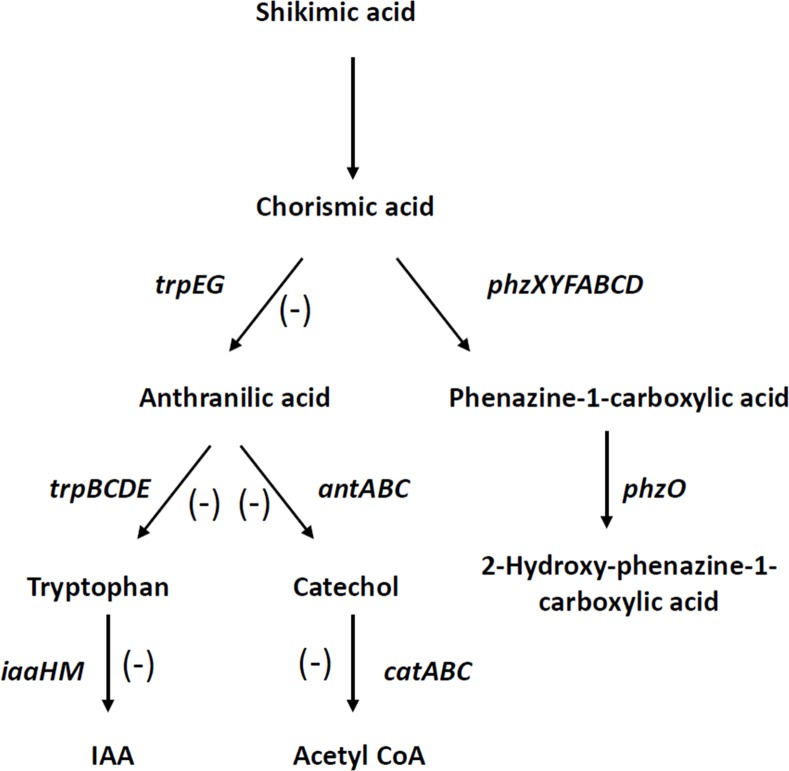
Possible metabolic fates for chorismic acid in *P*. *chlororaphis* 30–84. Chorismic acid is produced via the shikimic acid pathway and is a metabolic precursor for a number of different end products in pseudomonads, including phenazines (indicated by solid lines). The negative symbols (-) indicate competing pathways in which transcript levels for key genes are reduced in 2-OH-PCA producing strains compared to 30-84ZN (Table 4).

## Discussion

Many phenazine-producing strains produce more than one phenazine. *P*. *chlororaphis* 30–84 produces predominantly PCA and 2-OH-PCA. These phenazines are essential for the biological control capabilities of 30–84, including pathogen inhibition, rhizosphere competence, and biofilm formation. However these capabilities are influenced significantly by the ratio of the two primary phenazines produced, suggesting the two phenazines differentially contribute to these competencies [5]. In this study, we examined how different phenazine ratios affected eDNA and biofilm matrix production by comparing the phenotypes of wild type and derivatives 30-84O*, and 30-84PCA when grown in static culture to those of the control 30-84ZN. We also examined the transcriptomic consequences of producing different phenazines at the 48 h time point (e.g. when all derivatives were producing matrix). Although broad impacts of phenazine production on gene expression patterns were revealed, we limit discussion to genes that are potentially relevant to matrix production and lifestyle in the floating biofilm.

The production of 2-OH-PCA by wild type and 30-84O* stimulated eDNA release and extracellular matrix production compared to the phenotypes observed for 30-84PCA and 30-84ZN. Moreover, addition of 2-OH-PCA or PCA to the growth medium of 30-84ZN stimulated eDNA release and extracellular matrix production by this phenazine non-producing derivative, with eDNA production and matrix formation being greatest in the presence of 20 μg/ml of 2-OH-PCA compared to the presence of the same amount of PCA. Significantly, we found that eDNA was an important structural component of the floating matrix as evidenced by the drastic reduction in the mass of matrix that could be collected following treatment with DNase I.

Multiple lines of data support the hypothesis that the eDNA detected in the 30–84 biofilms originated in part from the autolysis of a subpopulation of biofilm cells. One cause of autolysis may be the generation of Reactive Oxygen Species (ROS) as phenazines accumulated in the static cultures. It is well documented that phenazines are responsible for the generation of ROS, which contribute to host virulence and the competitive inhibition of other microorganisms, including plant pathogenic fungi [34]. Recently, the phenazine pyocanin produced by *P*. *aeruginosa* was shown to contribute to eDNA release by enhancing the generation of hydrogen peroxide, and subsequently cell lysis [19]. Consistent with phenazine-induced generation of hydrogen peroxide and ROS, transcriptomic analysis showed that expression levels of several ROS detoxifying enzymes as well as a number of DNA repair/modification enzymes were significantly higher in the phenazine producing strains compared to the control 30-84ZN. These results suggest that both PCA and 2-OH-PCA production cause oxidative stress in 30–84 biofilm matrices. 

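Peroxide enzymes were among the genes that rose in all 3 producers, and the DNA repair gene radA (Pchl3084_5136) passed the adjusted p in 30-84PCA below the ratio limit. Over 26 genes of peroxide and superoxide defence picked from the annotation, 6 rose in 30-84PCA, 7 in wild type and 6 in 30-84O*, where 1 also fell. The same 6 rose in each strain and are the study's own genes of Table 2, so this list is not independent evidence; the other riser in wild type is sodA1 (Pchl3084_0908), named after its values were seen. Over 23 genes of the SOS response and DNA repair, none passed both limits in 30-84PCA, 5 rose in wild type, all of them genes of Table 4, and 8, these 5 among them, rose and 1 fell in 30-84O*. Compared directly, 1 of the 23 was higher in wild type than in 30-84PCA, and 7 were higher and 1 lower in 30-84O* than in 30-84PCA. The cell division inhibitor gene sulA (Pchl3084_1931), a classic SOS gene, went from 136 ± 19.6 RPKM (SD, n = 2) in 30-84ZN to 168 ± 5.38 in 30-84PCA, 262 ± 20.4 in wild type and 379 ± 78.9 in 30-84O* (log2 fold change 1.47 in 30-84O*, limma adjusted p = 4.94e-13). Defence genes gave fry adjusted p = 0.0191 in 30-84PCA (0.131 at the highest of 20 alternatives), 0.00477 in wild type and 0.00775 in 30-84O* (0.091 at the highest), and camera with an estimated correlation gave adjusted p = 0.99, 0.625 and 0.515. The SOS list gave fry adjusted p = 0.923 in 30-84PCA, 0.0881 in wild type and 0.0493 in 30-84O* (1.54e-06 to 0.21, under 0.05 in 10 of 20 alternatives), and 0.735 from camera with an estimated correlation in 30-84O*.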

Expression of several of these genes was slightly enhanced in 2-OH-PCA strains coincident with the enhanced eDNA production, suggesting that 2-OH-PCA may be more potent than PCA as a determinant of ROS and hence eDNA production.

Transcriptomic analysis revealed that additional genes related to cell autolysis were highly induced specifically by 2-OH-PCA, suggesting a linkage between phenazine production and specific cell autolysis mechanisms. Autolysis of cells in biofilm development was reported previously in *P*. *aeruginosa* [42], where a pathway to cell autolysis is through the action of holins and their associated muralytic enzymes [43]. Holins are phage-encoded small integral membrane proteins that control the activity of murein hydrolases and the thus the timing of host cell lysis during bacteriophage replication. Holins initiate the formation of pores in the cytoplasmic membrane enabling cytoplasmic murein hydrolases to reach and degrade the peptidoglycan layer, causing cell lysis and release of bacteriophage or pyocin [38,44]. In the 2- OH-PCA producing derivatives, autolysis due to the increased expression of the holin-containing R2 pyocin gene cluster is likely to have contributed to the large amount of eDNA observed in these biofilms. However, results indicate this is not the only source of eDNA; other sources may be related to the presence of additional holins or other unidentified mechanisms. Analysis of the 30–84 genome revealed that it also harbors homologs of *cidA* and *lrg*, the holin and antiholin genes found in *P*. *aeruginosa* PAO1. The holin CidA is hypothesized to be involved in ROS mediated cell death [38], whereas the antiholin LrgA neutralizes the activity of CidA in PAO1 biofilms [17,45]. Although expression of the *cidA* homolog was unchanged by 2-OH-PCA production, expression of *lrg* antiholin homolog was reduced two-fold by 2-OH-PCA production (Table 3). 

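Antiholins hold back holins and so delay lysis. lrgA (Pchl3084_0954) had 154 ± 19.9 RPKM (SD, n = 2) in 30-84ZN, 119 ± 16.5 in 30-84PCA, 63.5 ± 0.201 in wild type and 65.8 ± 16.3 in 30-84O*, and its partner lrgB (Pchl3084_0955) 113 ± 20.2, 93.8 ± 4.86, 50.4 ± 4 and 45.5 ± 9.35. lrgA fell by -1.26 in wild type (limma adjusted p = 1.56e-08) and -1.23 in 30-84O* (limma adjusted p = 2.16e-08; -0.98 without 30-84O* replicate 1), and lrgB by -1.14 in wild type (-0.96 without 30-84ZN replicate 2) and -1.30 in 30-84O*. The other LrgA family gene of the genome, Pchl3084_5228, stayed at 50.4 ± 0.389, 46.2 ± 0.104, 50.4 ± 0.734 and 54.3 ± 14.4 RPKM in the 4 strains (limma adjusted p = 0.999 in wild type and 0.833 in 30-84O*), and the LrgB family gene beside it, Pchl3084_5227, at 73.8 ± 1.29, 68.0 ± 4.19, 84.6 ± 4.74 and 89.7 ± 15.6. The annotation names neither of that pair cidA. As a list of 4 the genes gave fry adjusted p = 0.695 in 30-84PCA, 0.0644 in wild type and 0.0574 in 30-84O*.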

The potential role of these homologs in eDNA production is currently under investigation. Consistent with 2-OH-PCA inducing the expression of the pyocin gene cluster, preliminary results demonstrated that a bacteriocin capable of killing an indicator *Pseudomonas* species is induced under matrix-forming conditions (data unpublished). Whether the bacteriocins observed in the biofilm killing assays are the R2 type pyocin identified via transcriptomic analysis as induced by 2-OH-PCA is currently under investigation. The results of this study provide evidence for a linkage between 2-OH-PCA production and the induction of pyocin gene expression and eDNA release.

The transcriptomic analysis also revealed that the expression of genes encoding pathways that compete with intermediates needed for phenazine biosynthesis were lower in phenazine-producing derivatives, especially 2-OH-PCA-producing derivatives, relative to 30-84ZN. For example, phenazine production was coincident with the reduced expression of genes in several pathways involved in anthranilate metabolism, including genes involved in acetyl-CoA and IAA biosynthesis (Fig 5). It was shown previously that the *P*. *chlororaphis* phenazine biosynthetic gene *phzF* encodes a homolog of DAHP synthases that enhances the availability of the key metabolic intermediate chorismic acid for phenazine biosynthesis by bypassing tryptophan inhibition of the shikimic acid pathway [46]. 

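The pathways around the genes of Table 4 were tested with lists picked from the annotation, which hold those genes as well. Of 22 genes for catechol and protocatechuate breakdown, none passed both limits in 30-84PCA, 5 fell in wild type, all of them genes of Table 4 (antA, antB, antC, catA and catC), and 12 fell in 30-84O*, among them these 5 and the beta-ketoadipate genes pcaF (Pchl3084_1318; log2 fold change -1.41) and catJ (Pchl3084_1317; -1.44). These enzymes feed ring carbons into the tricarboxylic acid cycle. Of 8 tryptophan biosynthesis genes only trpB fell in wild type, and trpB and trpA (Pchl3084_0035), from 517 ± 78.8 to 152 ± 37.6 RPKM (SD, n = 2), fell in 30-84O*. Both encode tryptophan synthase, the last enzyme of the pathway, and no other gene of the list passed both limits. The catechol list gave fry adjusted p = 0.34 in 30-84PCA, 0.0986 in wild type and 0.014 in 30-84O* (0.0951 at the highest of 20 alternatives). Camera gave, with an estimated correlation, adjusted p = 0.405 in 30-84O*. The tryptophan list gave fry adjusted p = 0.923, 0.693 and 0.147.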

Given the organization of the *P*. *chlororaphis* phenazine operon (e.g. *phzXYFABCD*), 30-84ZN with its disruption of *phzB* has a functional *phzF*, but does not produce phenazines. Lower expression of chorismate-competing anthranilate metabolism pathways in phenazine-producing strains compared to 30-84ZN is consistent with the hypothesis that phenazine production channels metabolic intermediates away from these pathways. Of note 30-84ZN mutants produce more indole acetic acid than wild type (unpublished).

Moreover, RNA-Seq analysis revealed that phenazine production, and in particular 2-OH-PCA production, was correlated with higher transcript levels of genes involved in the production of some exoenzymes and secondary metabolites known to be produced by 30–84 [47]. For example, the expression of *aprA* (extracellular protease), *lsc* (levansucrase), and two genes encoding chitinases were higher in wild type and 30-84O* static cultures compared to 30-84ZN. Additionally, the expression of *prn* genes annotated as involved in pyrrolnitrin biosynthesis was enhanced in 30-84O*. However, pyrrolnitrin production remains to be demonstrated in 30–84, perhaps because planktonic cultures rather than static or biofilm populations were screened for pyrrolnitrin production. The higher transcript levels associated with phenazine production are consistent with the hypothesis that phenazines act as signals for the coordinated production of selected secondary metabolites and exoenzymes that may contribute to ecological fitness within the biofilm niche, perhaps via activation of ROS mediated signaling pathways. It is conceivable that the formation of biofilms limits the dispersion of many secondary metabolites once they are outside the cell, thereby concentrating their effectiveness while reducing their cost in terms of loss. Thus, their coordinate regulation with phenazine production may be timed to coincide with the production of a structured biofilm matrix during the switch to a sessile lifestyle.

It is now well understood that phenazines serve multiple roles in the ecological fitness of the producing microbe and that these roles may vary according to the type (s) of phenazines produced and the environments the phenazine-producing microbes inhabit. Recent work with *P*. *aeruginosa* indicates a previously unrecognized role for the phenazine pyocyanin in promoting eDNA release, which likely plays an important role in shaping the biofilm environment both structurally and functionally with relevance to infection. In the present study, we show that phenazine production by *P*. *chlororaphis* 30–84, and 2-OH-PCA production in particular, induces the release of eDNA and matrix production, suggesting that phenazine induction of eDNA release and the contribution of both phenazine and eDNA to structured matrix production may be common among phenazine-producers. In *P*. *chlororaphis* 30–84, phenazine production is requisite for competitive persistence in the rhizosphere of plants, which likely is contingent on the conditioning of the local environment via biofilm matrix production for survival. What is less well understood is why many phenazine producers including *P*. *chlororaphis* 30–84 and *P*. *aeruginosa*, produce more than one type of phenazine and in particular why the different derivatives are produced in specific proportions. This study demonstrates that the production of *different phenazines* by derivatives *of the same organism* differentially affects the production of floating biofilm matrix as well as the associated gene expression patterns. Currently, it is unclear whether the ratio of phenazines produced by *P*. *chlororaphis* 30–84 naturally varies in response to the presence of other phenazine producers or environmental factors and how such stimuli affect the biofilm-related genes identified here. Studies to evaluate biofilm production under these conditions are currently underway. The results of the present study expand the current understanding of the functions different phenazines play in the behavior and fitness of bacteria in biofilm-forming communities. Importantly, our results reveal broad phenotypic and transcriptomic consequences related to the production of 2-OH-PCA.

## Supporting Information

S1 Fig Biofilm formation by *P*. *chlororaphis* 30–84 wild type grown in static culture. **A**. Demonstration of floating biofilm matrix produced by *P*. *chlororaphis* 30–84 wild type. Bacteria were grown without shaking in 24 well plates for 72 h. After brief centrifugation, the bacterial aggregate was visualized using a 1 ml tip. **B**. Transmission electron microscopy of the aggregate. Cells were negatively stained with 1% phosphotungstic acid (pH 7.0) and micrographs were taken at an accelerating voltage of 100 kV.
(TIF)

S2 Fig Verification of RNA-Seq data by quantitative reverse transcription polymerase chain reaction (qRT-PCR). The relative fold change (log_2_) of each gene was derived from the comparison of 30-84PCA, wild type and 30-84O* to the 30-84ZN phenazine-deficient mutant. The 16S rDNA gene was used as an endogenous control. The relative fold changes are reported as the means of three replicates. The experiments were repeated twice with similar results. Error bars indicate standard deviation.
(TIF)

S1 Table Genes that are differentially expressed by at least one of the phenazine producers: e.g. by wild type, 30-84O*, or 30-84PCA compared to 30-84ZN. The gene locus tag, gene name (if known), gene product (if known) as provided by the most recent GenBank annotation are given. The mean RPKM values (ZN AVERAGE, WT AVERAGE, O* AVERAGE, PCA AVERAGE) for each strain (30-84ZN, 30–84 wild type, 30-84O*, and 30-84PCA, respectively). Ratios ≥ 2 (Mean RPKM Phenazine producer/ mean RPKM 30-84ZN) indicate genes with increased expression in the presence of phenazines. Ratios ≤ -2 (30-84ZN/ Phenazine producer, negative sign) indicate genes with reduced expression in the presence of phenazines. P values (PValue WT:ZN, PValue O*:ZN, PValue PCA:ZN) for each statistical comparison are provided. Genes are displayed in order from the chromosome origin of replication. Comparisons were performed using EdgeR [26] and genes with differences in expression were considered for further analysis when the *p*-value < 0.05 and the expression ratio was ≥ 2.0 or ≤ -2.0).

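S1 Table can be matched gene by gene to the deposited RPKM: all 802 genes were found, and the strain means in its columns equal the means of the deposited replicates. At the paper's thresholds the limma fit calls 468 of the 473 genes marked for wild type (98.9%), 609 of 609 for 30-84O* (100%) and 63 of 66 for 30-84PCA (95.5%). It also calls 99, 92 and 77 genes that S1 Table does not mark. Of these, 70, 33 and 70 lie in the stretch from Pchl3084_2928 to Pchl3084_2997, of which S1 Table holds 0 genes, and 16, 50 and 6 are RNA genes. The other 13, 9 and 1 are protein-coding genes elsewhere. Of the genes called here alone outside the stretch, at least 11, 5 and 1 had a mean under 1 RPKM in 30-84ZN. Every gene of the stretch also had a mean under 1 RPKM there. The paper names no filter on low values, and whether one was used was not tested. Among the genes S1 Table marks, 3 for wild type, 18 for 30-84O* and 4 for 30-84PCA carry a p of at least 0.05 in its own columns.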

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

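The study measured messenger RNA in 4 strains of *P. chlororaphis* 30-84: wild type, 30-84PCA (phzO::Tn5), 30-84O* and 30-84ZN (phzB::lacZ). Each strain had 2 biological replicates from single colonies, grown without shaking for 48 h at 28°C in AB medium with 2% casamino acids to an OD600 of 1.8, which gives 8 libraries. Per the authors, ribosomal RNA was depleted, strand-specific Illumina TruSeq libraries were sequenced by a company, reads were mapped to the genome and counted within each coding sequence, and the counts were scaled to RPKM, the values in the deposited file. The paper's text does not state the aligner, its version or the genome build, and the sample records describe a SOLiD kit and sequencer in one field. The authors compared each producer with 30-84ZN, name EdgeR, and call genes at an unadjusted p under 0.05 and a ratio of mean RPKM of at least 2 either way.

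The deposited table holds RPKM for 5961 features in each of the 8 libraries, and its strain means equal the mean RPKM columns of the paper's S1 Table. Features were joined to the reference annotation by locus tag for names and lengths only: 5861 features found a length, and 1 tag stands on 2 features. The spacing of RPKM times length gives the number of reads behind each library, in M: 19.6 M and 18.4 M for 30-84ZN, 14.4 M and 18.5 M for 30-84PCA, 15.1 M and 15.3 M for wild type, and 16.7 M and 19.2 M for 30-84O*. Ribosomal RNA features made up 14.4% and 4.67%, 6.36% and 7.72%, 3.54% and 12.8%, and 27.0% and 5.46% of these reads. The strain labels were checked against the engineered genes of the phz operon.

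All comparisons used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean level), two-sided, on log2(RPKM + 1), with strain as the only factor, all 8 libraries in one fit and 4 residual degrees of freedom. The 5959 features with a mean of at least 1 RPKM were tested, and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene is called changed at an adjusted p under 0.05 and a ratio of mean RPKM of at least 2 either way. The same fit was also read at the paper's thresholds. The prior degrees of freedom were infinite, so the trend alone sets the variance of a gene and the p-values of large changes are very small. With median-ratio scaling the prior degrees of freedom were 4.53, and with quantile normalization 3.97. Values after ± are standard deviations over 2 replicates. Overlaps between comparisons that share the 30-84ZN libraries were set beside the overlap of independent lists and beside 100 simulated draws of unchanged groups against shared controls. The noise of these draws was independent between genes, with a spread smoothed over level. Tables were prepared with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1) and figures with matplotlib 3.10.9.

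The gene lists number 38, 34 of them with at least 3 measured members. Those taken from the paper's Tables 2 to 4 are oxidative stress genes, phenazine biosynthesis genes, emrAB, phrS, the R2 type pyocin cluster, lrgAB, pyrrolnitrin genes, exoenzyme genes, efflux pump genes, DNA repair genes, iron uptake genes, anthranilate, catechol and tryptophan genes, and arginine genes. The phenazine operon region was also set from the study's genes, with their values seen. Those from textbook gene names and products in the annotation, written after S1 Table had been read, are heat shock chaperones and proteases, SOS response and DNA repair, peroxide and superoxide defence, NADH dehydrogenase, cbb3 cytochrome c oxidase, the tricarboxylic acid cycle, ATP synthase, ribosomal proteins, flagellar genes, type VI secretion clusters 1 and 2, pyoverdine genes, FecI and FecR type regulators, TonB-dependent receptors, exopolysaccharide genes, the arginine deiminase pathway, catechol and protocatechuate catabolism, tryptophan biosynthesis, cid and lrg genes, small regulatory RNAs, quorum sensing and Gac-Rsm regulators, RND and MFS multidrug efflux pumps, the qRT-PCR reference gene rpoD (the paper's methods also name 16S rDNA) and ribosomal RNA. Each list was tested with fry, which asks whether its genes move on balance one way, and with camera, which compares them with all other genes, at the preset correlation of 0.01 and with an estimated correlation. Camera values in the text are those with an estimated correlation unless stated, and those at the preset were smaller. Members called were also counted with p adjusted over the list alone.

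Genes are named by a fixed rule, which gave 243 genes: every gene named in Tables 2, 3 and 4 or in the results or discussion text, the 10 largest called changes of each comparison with 30-84ZN in which both producer libraries lie on the same side of both 30-84ZN libraries, and up to 4 members of each list with the smallest adjusted p. The paper's tables and S1 Table, with their values, had been read before this rule was written. A gene named outside the rule is said to be so.

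As a self-test, all 8 libraries were simulated from the 30-84ZN level of each gene, with a spread smoothed over level. In each comparison 200 genes, weakly expressed ones left out, were given a known log2 change of 1.5 or 3 (100 each). The fit called 100% of both in 30-84PCA, 99% and 100% in wild type, and 100% of both in 30-84O*, with 2, 0 and 2 unchanged genes called. The simulated spread follows the assumption of the fit, so these figures do not carry over to the real replicates.

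Alternatives set beforehand were a pseudocount of 0.1 or 5, no filter, a mean of at least 5 RPKM, median-ratio size factors, quantile normalization, only the 4 libraries of the 2 strains compared, eBayes without a trend, no moderation and no log, a replicate block, and a fit without each of the 8 libraries. Added later were leaving out the run of adjacent genes at or near 0 in 30-84ZN, RPKM scaled to the reads outside ribosomal RNA, and limma-voom on reads recovered from the RPKM steps. A further one, the p-values of S1 Table recomputed, applies to the counts at the paper's thresholds. Alternatives that need counts as deposited were left out, because the file holds RPKM. Biofilm mass, extracellular DNA, the holin mutant and the qRT-PCR values were not analysed, because the deposited file does not hold them.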

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

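Tests for the silent stretch, the scaling test of weakly expressed genes and the test outside the stretch in 30-84O* were chosen after the pattern had been seen. The other tests of weakly expressed genes and of 30-84O* against wild type were written down first.

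The 70 adjacent genes from Pchl3084_2928 to Pchl3084_2997 are at or near 0 in both 30-84ZN libraries and expressed in 30-84PCA and wild type, and 38 of them (Pchl3084_2929 to Pchl3084_2966) are also low in 30-84O*, 35 at 0.5 RPKM or less in both libraries and the highest at 1.97. Low depth is excluded as a cause: of 5304 other genes with like levels in the producers, 0 were at 0.5 RPKM or less in both 30-84ZN libraries. The 38 genes had a median of 0 RPKM in 30-84O*, a strain that makes phenazines, against 38.9 in 30-84PCA. These values argue against a need for phenazines as the only cause in both strains. For their low level in 30-84ZN, a need for phenazines and a loss of the DNA cannot be told apart. The bound first set for this test was wrong, since 30-84O* may lack the DNA as well, and its level then says nothing on phenazines. For the other 32, whose lowest median among the producers is 13.6 RPKM, a need for phenazines and a loss of the DNA cannot be told apart. Missing DNA is a candidate explanation for the whole stretch, which never exceeds 0.387 RPKM in 30-84ZN and holds transposase and phage integrase genes, and sequencing of the strain's genome would test it.

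Weakly expressed genes were mostly higher in wild type than in 30-84ZN: in the 578 genes lowest in 30-84PCA the median gain after median-ratio scaling was 2.1 RPKM (2.60 in replicate 1 and 1.60 in replicate 2), against -0.10 and 0.10 in 30-84PCA and 0.71 and 0.83 in 30-84O*. Scaling by a constant factor per library is excluded, because after median-ratio scaling these genes were still higher by a median log2 difference of 0.44 or more in each wild type library. The test cannot exclude a distortion that varies with level. In the 578 genes highest in 30-84PCA the median log2 differences were -0.29 and -0.25 in the wild type libraries. A constant background and changes gene by gene cannot be told apart: 6.4% of these genes gained less than 0.25 of the median gain, where a simulated constant background gave 0.76% on average and 1.6% at most. The rises of mexA (1.24 to 4.40 RPKM) and ligD (3.18 to 6.99 RPKM) in wild type are not much larger and may share the cause, while those of mexE, mexF, oprM, efeU, fecI, fecR and the medians of the type VI cluster 1 and FecI/FecR lists are several times larger than such a gain. A larger gain does not set aside a distortion that varies with level. With quantile normalization oprM and efeU fell short of the ratio limit in wild type, and most type VI cluster 1 rises there were lost. With a mean of at least 5 RPKM required, 212 genes changed between wild type and 30-84PCA in place of 341.

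Between 30-84O* and wild type 295 genes changed, 68 higher and 227 lower. Ribosomal RNA left in the libraries may account for much of this split, since RPKM scaled to the reads outside ribosomal RNA (106 higher, 156 lower) covers 77.3% of the way to the share of higher genes under median-ratio scaling. Part of the difference does not depend on the scaling: 85 genes were lower and 62 higher under all 4 scalings. Outside the silent stretch the excess of lower genes is excluded as a result common to all scalings, with 46 lower and 60 higher. The share of higher genes was 23.1% as deposited, 45.6% with median-ratio scaling, 55.4% with quantile normalization and 40.5% without ribosomal RNA.

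Several lists differed between 30-84O* and wild type in fry, each with an adjusted p of 0.945 from camera with an estimated correlation. The oxidative stress genes had a median log2 fold change of -0.83 (fry adjusted p = 0.0398, 7.16e-05 to 0.363 over 20 alternatives). The pyocin cluster had 0.96 (fry adjusted p = 0.00431, 0.00361 to 0.223), and the exoenzyme genes 1.29 (fry adjusted p = 0.0398, 0.000244 to 0.363). Heat shock genes had -1.08 (fry adjusted p = 0.0398, 7.16e-05 to 0.363), and the arginine deiminase pathway -0.91 (fry adjusted p = 0.0418, 7.16e-05 to 0.363). In 12 of the 20 alternatives the oxidative stress, exoenzyme, heat shock and arginine deiminase lists had an adjusted p under 0.05, and in 19 the pyocin cluster.

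Members of lists wider than the genes the paper names changed as well, though camera with an estimated correlation gave these lists an adjusted p of 0.355 to 0.625. Of 20 genes of type VI secretion cluster 1, 17 rose in wild type (5 with quantile normalization) and 18 in 30-84O*. Of 24 FecI and FecR type regulators, 15 rose in wild type and 15 in 30-84O*. In 30-84O* 13 of 19 heat shock genes fell, with 11 of 13 NADH dehydrogenase genes (3 without 30-84O* replicate 1), 5 of 6 arginine deiminase genes and 12 of 22 catechol and protocatechuate genes.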

How the results depend on the processing

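The comparisons and the first 18 alternatives were fixed before the data were examined. Alternatives that need deposited counts (DESeq2, edgeR with TMM or RLE, voom on counts) were not run, because the file holds RPKM. Where a library is left out, the strain's other library is taken to vary like the other strains. The cause of a move was not tested unless stated.

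Without moderation and logs few genes passed the adjusted p: 22 in 30-84PCA, 4 in wild type and 1 in 30-84O* against 30-84ZN, 8 in 30-84O* against 30-84PCA, 0 in wild type against 30-84PCA, 0 in 30-84O* against wild type, 0 in all 3 producers and 0 in wild type and 30-84O* but not 30-84PCA. At the paper's unadjusted p this fit called 123, 406 and 444 genes against 30-84ZN. In limma fits the counts moved less. Wild type against 30-84ZN gave 328 with quantile normalization (265 higher, 63 lower; 337 at the paper's thresholds) and 396 to 726 without one library. Wild type against 30-84PCA gave 212 with a mean of at least 5 RPKM, 139 with quantile normalization and 191 (without wild type replicate 1) to 500 (without wild type replicate 2), with 208 without 30-84PCA replicate 1 and 202 without its replicate 2. 30-84O* against wild type gave 199 (without wild type replicate 1) to 583 (without 30-84O* replicate 2), and 447 without wild type replicate 2. Without one library 30-84PCA gave 124 to 137, 30-84O* 693 to 775, 30-84O* against 30-84PCA 580 to 689, all 3 producers 77 to 86, and wild type and 30-84O* but not 30-84PCA 206 to 279. Without the run of genes silent in 30-84ZN, 30-84PCA gave 58 (69 at the paper's thresholds) and all 3 producers 46, which follows from the genes left out. With limma-voom on recovered reads 66 genes were higher and 218 lower in 30-84O* than in wild type.

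Of the list tests against 30-84ZN, 42 had a fry adjusted p under 0.05, against 78 with median-ratio scaling, 74 with quantile normalization, 76 scaled to the reads outside ribosomal RNA, and 32 to 56 without one library. List results that were not called turned direction and passed. With median-ratio scaling the tricarboxylic acid cycle fell in wild type (fry adjusted p = 0.0472, range over alternatives 0.0472 to 0.999), and the arginine genes were higher in 30-84O* than in wild type (0.00749, range 0.00749 to 0.884; 0.00888 with quantile normalization). With quantile normalization TonB-dependent receptors fell in 30-84PCA (0.0377, range 0.0377 to 0.997) and were higher in 30-84O* than in wild type (0.0454, range 0.00789 to 0.698), exopolysaccharide genes fell in 30-84O* (0.0209, range 0.0209 to 0.993), and the efflux genes of Table 4 were higher in 30-84O* than in wild type (0.0212, range 0.0212 to 0.946).

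Among named genes mexA (Pchl3084_3329) turned in wild type with quantile normalization (-0.03). Leaving out one library turned or ended changes of RNA genes: srpB (Pchl3084_1879) in 30-84PCA ran from -0.77 to 1.98, and the 16S genes in wild type from -2.18 to 0.02 (Pchl3084_0123), -2.21 to 0.04 (Pchl3084_4027), -2.19 to 0.04 (Pchl3084_5013) and -2.2 to 0.04 (Pchl3084_5348). In 30-84O* they ran from -1.09 to 1.49, -1.09 to 1.51, -1.08 to 1.52 and -1.1 to 1.51, the 5S gene Pchl3084_5010 from 0 to 1.89, and the 23S genes from -0.05 to 2.08 (Pchl3084_5978), -0.05 to 2.03 (Pchl3084_5979) and -0.06 to 2.05 (Pchl3084_5977).

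The replicate numbers do not pair samples: differences between replicates correlated across strains by -0.03 to 0.07. With the replicate number as a block 271 genes changed in 30-84O* against wild type (68 higher, 203 lower).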

Differences from the paper's values

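At the paper's thresholds the paper gives 66 genes changed in 30-84PCA, 57 of them higher, and the limma fit gives 140 and 133. All 18 alternatives set beforehand stay above the paper's count, from 123 (no moderation and no log) to 167 (without 30-84ZN replicate 2). Leaving out the run of genes silent in 30-84ZN, chosen after these values had been seen, gives 69 changed and 62 higher and drops 0 of the genes S1 Table marks. Of the 77 genes called here alone, 70 lie in that run, and 6 are RNA genes.

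For genes changed in all 3 producers the paper gives 46 and the fit 83. Of the alternatives set beforehand only the one without moderation and logs, with 66, is not clearly apart from the paper's count. Leaving out the run, also chosen after the values had been seen, gives 49.

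For argO (Pchl3084_4622) the paper's Table 4 prints a ratio of 2.4 in wild type and 2.4 in 30-84O*, and the deposited means give -2.42 and -2.39. All 18 alternatives set beforehand give negative ratios. S1 Table lists the gene as reduced.

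The legend of the paper's Table 3 counts the pyocin cluster as highly expressed against 30-84ZN, but not in 30-84PCA. At the paper's ratio limit the same holds here, since 0 of its 40 genes pass it in 30-84PCA. A difference appears only without that limit, where 39 pass the adjusted p.

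In S1 Table 5 genes marked for wild type and 3 marked for 30-84PCA are not called here at the paper's thresholds. Fits without one library call all 5 (without wild type replicate 2) and all 3 (without 30-84ZN replicate 2).

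The other ratios of Tables 2 to 4, 88 for wild type, 88 for 30-84O* and 13 for 30-84PCA, match the deposited means within the spread of the replicates.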

Other observations

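In 30-84O* 13 of 19 heat shock genes and 11 of 13 NADH dehydrogenase genes fell against 30-84ZN. Ribosomal RNA took 27.0% of the reads of 30-84O* replicate 1, which lowers the RPKM of other genes there: without that library 3 NADH dehydrogenase genes changed, and scaled to the reads outside ribosomal RNA 10. Compared with wild type directly, 10 of 19 heat shock genes, 2 of 18 tricarboxylic acid cycle genes, 0 of 13 NADH dehydrogenase genes and 0 of 12 cbb3 oxidase genes passed both limits in limma, though 13, 9, 11 and 4 passed the adjusted p downward. In wild type 10 heat shock genes passed the adjusted p downward against 30-84ZN, below the ratio limit (median log2 fold change -0.51). The chaperone genes dnaK (Pchl3084_0816) and htpG (Pchl3084_1692) went from 7866 ± 830 and 2379 ± 256 RPKM (SD, n = 2) in 30-84ZN to 2245 ± 371 and 537 ± 61.3, with log2 fold changes of -1.81 and -2.15, and ibpA (Pchl3084_1985) fell by -2.00. In the heat shock list 1 of 19 genes rose (fry adjusted p = 0.00326, 0.0731 from only the 4 libraries of the 2 strains, range over alternatives 5.05e-06 to 0.0731; 0.355 from camera with an estimated correlation). The respiratory genes nuoD (Pchl3084_3698; -1.25) and ccoN (Pchl3084_1908; -1.43) and the tricarboxylic acid cycle genes sucC (Pchl3084_1684; -1.41) and icd (Pchl3084_3687; -1.34) fell as well. NADH dehydrogenase genes gave fry adjusted p = 0.00775 (range 6.83e-06 to 0.091; camera 0.405), and arginine deiminase genes, with arcA (Pchl3084_4506) from 3626 ± 450 to 1172 ± 290 RPKM, gave 0.00326 (range 2.66e-06 to 0.0731; camera 0.355). This pathway yields ATP from arginine when oxygen is short.

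Genes of type VI secretion cluster 1 and of FecI and FecR type regulators rose in both strains that make 2-OH-PCA. The type VI secretion genes tssC1 (Pchl3084_3416) and hcp1 (Pchl3084_3417), of a system that injects toxins into neighbouring cells, went from 14.9 ± 0.333 and 39.3 ± 3.72 RPKM in 30-84ZN to 64.5 ± 2.19 and 131 ± 7.18 in wild type and 47.7 ± 15.6 and 139 ± 34.2 in 30-84O*. Cluster 1 gave fry adjusted p = 0.845 in 30-84PCA, 0.0136 in wild type (range 0.000123 to 0.0841) and 0.00801 in 30-84O* (range 5.14e-05 to 0.091), and 0.625 and 0.355 from camera with an estimated correlation in the last 2 strains. FecI and FecR type regulators, among them Pchl3084_2210 (9.13 ± 1.46 RPKM in 30-84ZN, 38.5 ± 1.37 in wild type and 69.9 ± 19.4 in 30-84O*), gave 0.34 in 30-84PCA, where 2 rose, 0.0145 in wild type (range 9.28e-05 to 0.0867) and 0.00775 in 30-84O* (range 2.68e-05 to 0.091), and 0.625 and 0.355 from camera. Some pyoverdine genes parted these strains: pvdJ (Pchl3084_3952) had 354 ± 30.1 RPKM in wild type and 136 ± 30.9 in 30-84O* (log2 fold change -1.39). Of 18 genes 9 were lower in 30-84O* than in wild type, and the log2 fold changes ran from -1.46 to 0.48. The list as a whole did not pass (fry adjusted p = 0.0559, camera with an estimated correlation 0.945). Against 30-84ZN 3 pyoverdine genes rose in wild type (fry adjusted p = 0.0268, range 0.000321 to 0.138; camera with an estimated correlation 0.794) and 2 in 30-84O* (0.989).

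Some genes stood out only once their values had been seen. Beside iaaH, the tryptophan monooxygenase gene iaaM (Pchl3084_1487) went from 103 ± 8.14 RPKM in 30-84ZN to 53.3 ± 7.06 in wild type and 17.6 ± 4.47 in 30-84O*, and the dioxygenase gene Pchl3084_1489 from 216 ± 13.9 to 100 ± 4.94 and 25.3 ± 6.9. The O-methyltransferase gene Pchl3084_2900 rose in the strains that make 2-OH-PCA and not in 30-84PCA: 5.72 ± 0.749 RPKM in 30-84ZN, 6.85 ± 0.155 in 30-84PCA, 275 ± 25.9 in wild type and 304 ± 82.9 in 30-84O*. The ankyrin repeat gene Pchl3084_5137, which lies between radA and katB, went from 5.46 ± 0.04 to 138 ± 0.329, 486 ± 25.6 and 231 ± 34.2 RPKM. The bacterioferritin gene bfr (Pchl3084_4656), which stores iron, fell from 662 ± 41.5 to 258 ± 14.8 RPKM in wild type and 174 ± 11.1 in 30-84O*.

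The other lists follow, with fry adjusted p in parentheses. The cbb3 oxidase list had 4 of 12 genes lower in 30-84O* (fry adjusted p = 0.0574), and the tricarboxylic acid cycle 6 of 18 lower and 1 higher (0.0352, range 1.32e-05 to 0.187; camera 0.729), while in wild type 2 rose (0.972), fumC and acnA (Pchl3084_1912). No ATP synthase gene passed both limits in 30-84PCA, wild type or 30-84O* (0.923, 0.487 and 0.0592), and of 53 ribosomal protein genes 1 rose in 30-84O* (0.13). In type VI cluster 2, 1 of 13 genes fell in 30-84O* (0.0847). TonB-dependent receptors gave 0.0369 in wild type (range 5.71e-05 to 0.152; camera 0.794) and 0.11 in 30-84O*, and 1 gene of the silent stretch rose in 30-84PCA. Of 32 exopolysaccharide genes 2 rose in wild type (0.208; 0 with quantile normalization) and 1 in 30-84O* (0.989). Quorum sensing and Gac-Rsm genes gave 0.383 in wild type and 0.175 in 30-84O*, where 2 of 15 rose (0 without 30-84O* replicate 2). Multidrug pumps gave 0.037 in wild type (range 0.000103 to 0.157; camera 0.784) and 0.0614 in 30-84O*. One of the reference genes of the paper's qRT-PCR methods, rpoD (Pchl3084_5398), had 1610 ± 110, 1575 ± 22, 1256 ± 138 and 1081 ± 181 RPKM in 30-84ZN, 30-84PCA, wild type and 30-84O* and did not pass the ratio limit, though its log2 fold change in 30-84O* was -0.58 (limma adjusted p = 0.00732). Ribosomal RNA features, 18 tested, had 10 higher in 30-84O* (fry adjusted p = 0.492), and 5 higher and 4 lower in wild type (0.764). Leaving out one library reversed or ended changes of this kind: the 16S gene Pchl3084_4027 ran from -2.21 to 0.04 in wild type, and the 23S gene Pchl3084_5978 from -0.05 to 2.08 in 30-84O*.

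One test here was chosen after its result was seen. The p-values printed in S1 Table may have been computed from RPKM rather than from counts: 100% of the 802 values in each of the 3 columns lie within 1% of a p computed over 3 values per strain, the 2 replicates and their mean, by comparing mean RPKM one-sided and unpaired for wild type and two-sided and paired for 30-84O* and 30-84PCA. If so, the mean counts as one more replicate and the p-values are too small for 2. For genes changed at the paper's thresholds, the p as found in S1 Table, applied to all genes, gives 133 for 30-84PCA vs 30-84ZN, 558 for wild type vs 30-84ZN and 673 for 30-84O* vs 30-84ZN.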
